# Dysregulation of the *Pdx1/Ovol2/Zeb2* axis in dedifferentiated β-cells triggers the induction of genes associated with epithelial–mesenchymal transition in diabetes

**DOI:** 10.1016/j.molmet.2021.101248

**Published:** 2021-05-12

**Authors:** Daniel S. de Jesus, Tracy C.S. Mak, Yi-Fang Wang, Yorrick von Ohlen, Ying Bai, Eva Kane, Pauline Chabosseau, Catherine M. Chahrour, Walter Distaso, Victoria Salem, Alejandra Tomas, Markus Stoffel, Guy A. Rutter, Mathieu Latreille

**Keywords:** Diabetes, Insulin, Pancreatic β-cells, Dedifferentiation, Epithelial-to-mesenchymal transition, microRNA, β-TFs, β-cell transcription factors, ECM, extracellular matrix, FACS, fluorescence-activated cell sorting, GSIS, glucose-induced stimulated-insulin secretion, GSEA, gene set enrichment analysis, microRNA, miRNA, scRNA-seq, single-cell RNA sequencing, T1D, type 1 diabetes, T2D, type2 diabetes, UPR, unfolded protein response

## Abstract

**Objective:**

β-cell dedifferentiation has been revealed as a pathological mechanism underlying pancreatic dysfunction in diabetes. We previously showed that increased miR-7 levels trigger β-cell dedifferentiation and diabetes. We used β-cell-specific miR-7 overexpressing mice (Tg7) to test the hypothesis that loss of β-cell identity triggered by miR-7 overexpression alters islet gene expression and islet microenvironment in diabetes.

**Methods:**

We performed bulk and single-cell RNA sequencing (RNA-seq) in islets obtained from β-cell-specific miR-7 overexpressing mice (Tg7). We carried out loss- and gain-of-function experiments in MIN6 and EndoC-bH1 cell lines. We analysed previously published mouse and human T2D data sets.

**Results:**

Bulk RNA-seq revealed that β-cell dedifferentiation is associated with the induction of genes associated with epithelial-to-mesenchymal transition (EMT) in prediabetic (2-week-old) and diabetic (12-week-old) Tg7 mice. Single-cell RNA-seq (scRNA-seq) indicated that this EMT signature is enriched specifically in β-cells. These molecular changes are associated with a weakening of β-cell: β-cell contacts, increased extracellular matrix (ECM) deposition, and TGFβ-dependent islet fibrosis. We found that the mesenchymal reprogramming of β-cells is explained in part by the downregulation of *Pdx1* and its inability to regulate a myriad of epithelial-specific genes expressed in β-cells. Notable among genes transactivated by *Pdx1* is *Ovol2*, which encodes a transcriptional repressor of the EMT transcription factor *Zeb2*. Following compromised β-cell identity, the reduction in *Pdx1* gene expression causes a decrease in *Ovol2* protein, triggering mesenchymal reprogramming of β-cells through the induction of *Zeb2*. We provided evidence that EMT signalling associated with the upregulation of *Zeb2* expression is a molecular feature of islets in T2D subjects.

**Conclusions:**

Our study indicates that miR-7-mediated β-cell dedifferentiation induces EMT signalling and a chronic response to tissue injury, which alters the islet microenvironment and predisposes to fibrosis. This research suggests that regulators of EMT signalling may represent novel therapeutic targets for treating β-cell dysfunction and fibrosis in T2D.

## Highlights

• Pancreatic β-cell dedifferentiation triggers an EMT gene programme in diabetes.
• Induction of TGFβ signalling in dedifferentiated β-cells alters islet microenvironments and contributes to islet fibrosis.
• *Pdx1* inhibits EMT signalling by transactivating *Ovol2*, a repressor of *Zeb2* in mature β-cells.
• Inverse correlation between *Pdx1* and *Zeb2* gene expression in islets from T2D subjects.

## 1 Introduction

Pancreatic β-cells are specialised cells within the islets of Langerhans enabling concerted secretion of insulin in response to elevated glycaemia [1,2]. Deficiency of functional insulin-producing β-cell mass leads to an increase in glycaemia and underlies the rising prevalence of diabetes worldwide (WHO 2019, https://www.who.int). Type 1 diabetes (T1D) is associated with autoimmune destruction of β-cells, whereas type 2 diabetes (T2D) is associated with the gradual deterioration of pancreatic β-cell function and survival induced by obesity and insulin resistance [3,4]. Impairment in glucose-stimulated insulin secretion (GSIS) has been attributed to changes in glucose sensing [5] and mitochondrial dysfunction [6], whereas prolonged endoplasmic reticulum and oxidative stress triggers β-cell apoptosis [7].

However, several studies have challenged our view of the prevalent pathogenic drivers of β-cell dysfunction in diabetes. β-cell dedifferentiation has been revealed as an alternative mechanism to β-cell apoptosis in T2D [8]. Dedifferentiated β-cells lose insulin expression and other markers of functional identity, including transcription factors and regulators of GSIS. High metabolic demand during pregnancy [8], insulin resistance [9,10], inflammation [8,11], and viral infection [12] have been shown to trigger β-cell dedifferentiation. Loss-of-function studies in mice have revealed that several β-cell transcription factors (β-TFs) (for example, *Pdx1*, *Nkx6-1*, *Nkx2.2*, *Pax6*, and *Rfx6*) [[13], [14], [15], [16], [17]] and epigenetic regulators (for example, *Dnmt1*, *Limd1*, and *Eed*/*Prc2*) [[18], [19], [20]] driving β-cell lineage development during embryogenesis are required to maintain the identity of mature β-cells. Furthermore, dysregulation of microRNA (miRNA) expression has been shown to impact β-cell identity [21]. Genetic deletion of miR-7 in β-cells results in improved β-cell function and glucose tolerance in mice through upregulation of several regulators of vesicle exocytosis and SNARE activity, including α-SYNUCLEIN (SNCA) and DNAJC5 (also referred to as CSPA) [22]. Moreover, we and others have reported that *miR-7* levels are increased in islets of *db/db* mice and non-obese Goto Kakizaki rats as well as in human islets transplanted into mice exposed to an obesogenic diet [22,23]. The pathological significance of these observations was demonstrated following the generation of β-cell-specific miR-7 overexpressing mice (Tg7) that develop early onset diabetes associated with a striking downregulation of transcripts encoding insulin and other β-cell differentiation markers including *Pax6*, a direct target of miR-7 [22,24], as well as *Pdx1*, *Mafa*, and *Slc2a*2 (herein referred to as G*lut2*). Furthermore, the expression of *Sox9*, a pancreatic progenitor marker, is specifically reactivated in mutant Tg7 islets [22,25]. However, unlike *db/db* mice, Tg7 mice do not develop obesity, making them a suitable model to study how β-cell dedifferentiation, independently of obesity, impacts gene expression and islet microenvironment.

Epithelial-mesenchymal transition (EMT) is a dynamic process playing a crucial role during embryonic development and in tissue repair and regeneration. Conversely, chronic activation of EMT signalling triggers mesenchymal reprogramming of different cell types and contributes to the development of several diseases, including organ fibrosis and cancer [26]. Previous studies revealed that a subset of EMT markers is expressed in both α- and β-cells of individuals with T2D [27,28]. Why and how EMT signalling is induced in T2D islets remain unknown. Herein, using Tg7 mice, a model of β-cell dedifferentiation, and diabetes, we report that loss of β-cell identity induces EMT-related genes. We found that this EMT process triggers a change in β-cell morphology and islet cell:cell contacts, leading to extracellular matrix deposition and fibrosis. At the molecular level, we uncovered that this EMT signature results in part from the inability of β-TFs to transactivate a subset of epithelial-specific genes and repressors of EMT signalling. More specifically, we discovered that *Pdx1* prevents mesenchymal reprogramming of β-cells by maintaining the expression of *Ovol2*, an epithelial-specific repressor of *Zeb2*. Together, our findings indicate that miR-7-mediated β-cell dedifferentiation triggers EMT signalling and a process reminiscent of a response to tissue injury predisposing to islet fibrosis in diabetes.

## 2 Materials and methods

### 2.1 Mouse lines and housing conditions

All the animals were kept and bred in a pathogen-free animal facility according to the Home Office regulations as defined by the Animal (Scientific Procedures) Act of 1986 and complied to ARRIVE guidelines. The mice were housed in Allentown XJ individually ventilated cages (IVCs) on a 12-h light/dark cycle with constant environmental conditions (temperature: 21 °C ± 2 °C, humidity: 55% ± 10%) and had free access to standard rodent chow. All the procedures were performed in accordance with UK Home Office regulations under HO Project Licence number 70/8967 (M. Latreille). Tg7 mice were previously described [22] and maintained by breeding males with C57BL/6J females. Mutant mice bearing rat *Ins2*-*Cre* [29] and *Rosa26*-floxed-Stop-*tdTomato* transgenes [30] (both in C57BL/6J backgrounds) were used to genetically label β-cells with a *tdTomato* fluorescence reporter. Blood glucose levels were measured by tail venesection. Male mice were used in all experiments.

### 2.2 Pancreatic islet isolation

Pancreatic islets were isolated following perfusion of the pancreas via the bile duct with 0.2 mg/ml of ice-cold Liberase (Roche) as previously described [22]. For dissociation studies, up to 600 islets were placed into 1.5 ml microtubes and washed three times with PBS. The islets were then incubated with Accutase at 37 °C for 8 min, and the reaction was stopped by adding foetal bovine serum (FBS). Islet cells were centrifuged at 1,200 RPM for 3 min and resuspended in RPMI 1640 medium, 11 mM of glucose supplemented with 10% FBS, 2 mM of l-glutamine, 100 IU/ml of penicillin, and 100 ug/ml of streptomycin and seeded in 24-well plates on coverslips coated with conditioned media from 804G cells [31] at the maximum density of 200,000 cells per well. For collagen I measurements, islets from Wt and Tg7 mice (16–18 weeks of age) were isolated and treated with TGFβ receptor 1 Alk5i inhibitor for 8 days. The supernatant was collected, kept on ice, and processed using a Mouse Collagen Type I (COL1) ELISA kit (Abbexa, Cambridge, UK) according to the manufacturer's instructions.

### 2.3 Flow cytometry analysis and pancreatic β-cell purification by fluorescence-activated cell sorting (FACS)

Pancreatic islets from Wt and Tg7 mice were isolated, dissociated, stained for selected antibodies, and analysed by flow cytometry. Briefly, wild-type and Tg7 islets were isolated and dissociated as previously described, centrifuged at 1,200 RPM for 1 min, washed and resuspended with PBS, and placed in a 96-well clear round bottom plate (Corning Inc., Corning, NY, USA). The samples were centrifuged at 1,200 RPM for 3 min and fixed with 4% formaldehyde (Sigma–Aldrich) for 30 min on ice. Islet cells were then centrifuged at 1,200 RPM for 3 min, washed twice with 1x PBS, and permeabilised with permeabilisation buffer (1:10 in H_2_O) (eBioscience kit, Thermo Fisher Scientific, USA) for 15 min on ice. Primary and secondary antibodies were diluted in permeabilisation buffer (1:100 and 1:500, respectively) and added to islet cells for 1 h. The samples were then centrifuged at 1,200 RPM for 3 min, washed in PBS, resuspended in 150 μl of FACs buffer (2% FBS and 2 mM EDTA in 1x PBS), and transferred into a round-bottomed tube containing a cell strainer cap (Corning Inc., Corning, NY, USA). Intracellular protein staining was performed using a BD LSRII flow cytometer and analysed using FlowJo software (version 10). A minimum of 10,000 events were recorded for each sample. Doublet cells were identified and excluded and geometric mean fluorescence intensity was obtained and normalised by the total number of single cells. For fluorescence-activated cell sorting (FACS), islets from Wt and Tg7 mice with rat Ins2 (RIP)-Cre carrying a Rosa26-floxed-Stop-*tdTomato* transgene were isolated, dissociated, and washed twice with 1x PBS, centrifuged at 1,200 RPM for 3 min, resuspended in 1 ml of FACs buffer, and placed in a round-bottomed tube with a cell strainer cap (Corning Inc., Corning, NY, USA). *TdTomato*^+^ β-cells were isolated using a BD FACSAria III Cell Sorter and used for RNA extraction.

### 2.4 Histology and immunofluorescence

At least three sections ∼200 μm apart from three animals of each genotype were used for every analysis. The sections were stained with haematoxylin and eosin as previously described (Fischer et al., 2014). Pancreatic sections were stained using a Picro Sirius Red Stain kit as described by the manufacturer (Abcam). For immunofluorescence staining, pancreata were dissected, weighed, and fixed in 4% PFA at 4 °C overnight. The sections were deparaffinised and rinsed in distilled water for 5 min. Antigen retrieval was performed where necessary using a Decloaking Chamber NxGen (BioCare Medical, USA) for 5 min at 110 °C for 5 min in Tris–HCl at a pH 10.0 or sodium citrate at a pH of 6.0. The sections were permeabilised for 30 min in permeabilisation buffer (0.1% Triton/PBS) and blocked for 1 h at room temperature in blocking buffer (1% bovine serum albumin/5% serum/PBS). Primary antibodies were diluted in blocking buffer and incubated on sections overnight at 4 °C. The slides were washed three times for 15 min in permeabilisation buffer. The sections were then incubated with a fluorochrome-conjugated secondary antibody diluted in blocking buffer for 1 h at RT in the dark. The slides were rinsed and mounted on glass slides with VectaShield. Dissociated islets were fixed in 4% PFA/PBS for 15 min at room temperature followed by 2 washes with PBS. Islet cells were incubated with permeabilisation buffer for 15 min at room temperature followed by three washes with PBS and blocked in blocking buffer for 1 h at room temperature. Primary and secondary antibodies were added as previously described. Images were acquired using a Leica SP5II or an Olympus IX70 and analysed using ImageJ software.

### 2.5 Electron microscopy

For electron microscopy, islets were chemically fixed in 2% paraformaldehyde (EM grade), 2% glutaraldehyde, and 3 mM of CaCl_2_ in 0.1 M of cacodylate buffer for 2 h at room temperature, then left overnight at 4 °C in fresh fixative, osmicated, enrobed in agarose plugs, sequentially dehydrated in ethanol, and embedded on Epon polymerised overnight at 60 °C. Ultrathin 70 nm sections were cut with a diamond knife (DiATOME) using a Leica Ultracut UCT ultramicrotome before examination on a FEI Tecnai G2 Spirit TEM. Images were acquired in a charge-coupled device camera (Eagle) and processed with ImageJ. For calcium imaging, islets were loaded with fluo-8 and imaging was performed as previously described [[32], [33], [34]] using a Nipkow spinning disk head. In brief, a solid-state laser (CrystaLaser) controlled by a laser merge module (Spectral Applied Physics) provided wavelengths of 491 nm (rate, 0.5 Hz and exposure time, 600 ms). Emitted light was filtered at 525/50 nm, and images were captured with a 16-bit 512 × 512 pixels back-illuminated EM-CCD camera (ImageM 9100-13, Hamamatsu) driven by Volocity software (PerkinElmer Life Sciences). For connectivity and correlation analyses, individual β-cell regions of interest (ROIs) were visually identified within each dye-loaded isolated islet that was imaged (typically ∼50 per islet). Mean fluorescence intensity time plots from each ROI were subjected to correlation analyses for all cell pairs using a custom-made MATLAB script (available upon request). Data were smoothed using a retrospective averaging method (previous 10 values), and all traces were normalised to F0. The Pearson correlation function R between all possible (smoothed) cell pair combinations (excluding the autocorrelation) was assessed, and the data were subsequently subjected to bootstrap resampling to increase the accuracy of the confidence interval of the R statistic, with p < 0.001 deemed a statistically significant cell–cell connection. Connectivity data were displayed in two formats. First, the Cartesian coordinates of the imaged cells within a given islet were used to construct connectivity line maps. Cell pairs (R > 0.25 and p < 0.001 post bootstrap) were connected with a straight line, the colour of which represented the correlation strength (R = 0.25–0.5 [green], R = 0.5–0.75 [yellow], and R = 0.75–1.0 [red]). Second, Pearson heatmap matrices indicating individual cell pair connections on each axis (min. = −1; max. = 1) were produced.

### 2.6 Cell culture, transfection, and viral infections

MIN6 cells were cultured in Dulbecco's Modified Eagle Medium with 4.5 g/L of glucose and phenol red (DMEM, Thermo Fisher Scientific, UK) supplemented with 15% FBS (Eurobio), 1% penicillin-streptomycin (Thermo Fisher Scientific), 1% GlutaMAX (Thermo Fisher Scientific), 100 mM of 1% sodium pyruvate (Thermo Fisher Scientific), and 0.0005% β-mercaptoethanol (Sigma–Aldrich, UK). HEK293T cells were cultured in DMEM with 5% FBS, 1% penicillin-streptomycin, and 1% GlutaMAX. The cells were transfected with siRNA (Horizon Discovery) using DharmaFECT1 as recommended by the manufacturer. Adenovirus infections were performed as previously described [22]. For luciferase assays, HEK293 cells were plated at the density of 5 × 10^4^ cells/well in a 24-well plate and co-transfected with 50 ng of pGL3 Basic Firefly luciferase reporter plasmids and increasing amounts of V5-tagged *Pdx1* or *tdTomato* control and 25 ng of pRL-TK Renilla Firefly reporter vectors using Lipofectamine 2000 (Thermo Fisher Scientific). After 48 h, the luciferase activity was measured using a Dual-Luciferase Reporter Assay System (Promega) on a Centro LB960 luminometer (Berthold Technologies). The ratio between the Firefly/Renilla luciferase activity was then calculated.

### 2.7 Plasmid DNA constructions

A fragment containing an evolutionary conserved *Pdx1*-binding site within *Ovol2* Intron 3 was amplified by PCR using Phusion High-Fidelity DNA polymerase (Thermo Fisher Scientific) from C57BL/6J mouse genomic DNA. The amplified DNA fragment was cloned at *XhoI* and *HindIII* sites of pGL3 luciferase reporter vector (Promega). The *Pdx1* coding sequence was amplified by PCR using Phusion High-Fidelity DNA polymerase from MIN6 cDNA and cloned into a pcDNA 3.1/V5-His TOPO vector (Thermo Fisher Scientific) following the manufacturer's instructions. Clones were verified by Sanger sequencing.

### 2.8 RNA extraction, quantitative PCR, and western blotting

RNA was extracted using TRIzol and treated with DNaseI using RNAse-free DNAse sets (Thermo Fisher Scientific) based on the manufacturer's recommendations. Reverse transcription was performed using a High-Capacity cDNA Reverse Transcription kit (Thermo Fisher Scientific) and quantitative PCR was performed using a KAPA SYBR FAST qPCR Master Mix kit (Kapa Biosystems) on a LightCycler 480 apparatus (Roche). Data were normalised over the housekeeping gene *RPLP0*. For western blotting, cells lysed in RIPA buffer containing 20 mM TRIS–HCl pH 7.5, 150 mM NaCl, 1 mM EDTA 1% NP-40, 1% sodium deoxycholate, and supplemented with proteinase inhibitor (Roche).

### 2.9 Bulk RNA-sequencing analysis

RNA was extracted from islets of 2-week-old and 12-week-old Tg7 and littermate Wt controls (pools from at least 3 animals). RNA-seq libraries were prepared with an NEB Ultra II RNA library kit (Illumina) from 10 ng total. Sequencing then proceeded with Hiseq2500 using paired-end 100 bp reads at the MRC LMS Genomics facility. Illumina CASAVA 1.8.4 software was used for base calling and demultiplexing. Raw RNA-seq reads were trimmed with trimmomatic to remove adaptors and low-quality reads (v.0.33) [35] and then aligned against the Ensembl *Mus musculus* genome reference sequence assembly (mm9) and transcript annotations using TopHat2 (2.0.11) [36]. Gene-based read counts were then obtained using the featureCounts function [37] from the Rsubread Bioconductor package [38]. Differential expression analysis was performed using the DESeq2 Bioconductor package [39] and an adjusted p value was obtained using the Benjamini-Hochberg method. A ranked gene list based on Wald statistics from DESeq2 results was used with GSEA with MSigDB gene sets from H collections [40,41]. The epithelial genes list comprised genes with a function in epithelial cells based on the UniProt database, whereas a mesenchymal-related gene list was generated from the dbEMT gene set (http://dbemt.bioinfo-minzhao.org/), both of which can be found in Supplementary Table 6. RNA-seq data sets from *db/db* and T2D individuals were obtained from [42,43], respectively.

### 2.10 Single-cell RNA-sequencing analysis

Islets were isolated from 12-week-old Tg7 and littermate Wt mice, dissociated into single-cell suspensions, and used for library preparation (10x Genomics) at the MRC LMS Genomic facility. cRNA-seq data were demultiplexed and aligned against the mouse mm10 genome with CellRanger v3.0.2 [44] and bcl2fastq v2.17.1.14. The R bioconductor package Seurat 3.1.1 [45,46] was applied for the subsequent analysis. After removing doublets with DoubletsFinder [47], scRNA-seq from the Wt and Tg7 mice was normalised using the SCTransform [48] function with the argument “vars.to.regress = percent.mt” before integrating using FindIntegrationAnchors and IntegrateData functions from Seurat. Processed data were then visualised by UMAP using the RunUMAP function from Seurat.

### 2.11 CUT&Tag

CUT&Tag experiments were carried out using a protocol developed by Kaya-Okur et al. [49]. Briefly, 1 × 10^6^ MIN6 cells were washed twice with 1.5 ml of wash buffer (20 mM of HEPES at a pH 7.5, 150 mM of NaCl, 0.5 mM of spermidine, and 1 × protease inhibitor cocktail from Roche) and centrifuged at 600 g for 3 min. Concanavalin A-coated magnetic beads (Bangs Laboratories) were washed twice with 1.5 ml of binding buffer (20 mM of HEPES at a pH 7.5, 10 mM of KCl, 1 mM of CaCl_2_, and 1 mM of MnCl_2_) and 10 μl was added to each cell preparation and incubated on an end-over-end rotator for 10 min at room temperature. The beads were resuspended in 50 μl of DIG Wash buffer (20 mM of HEPES at a pH 7.5, 150 mM of NaCl, 0.5 mM of spermidine, 0.05% digitonin, 2 mM EDTA, 30% BSA, and 1 × protease inhibitor cocktail) containing 1 μg of primary antibody. The samples were incubated on a nutator for 2 h at room temperature. Then 2 μl of secondary antibody guinea pig anti-rabbit IgG was diluted in 100 μl of DIG Wash buffer was added to the samples and incubated for 30 min at room temperature. The samples were washed twice with 800 μl of DIG Wash buffer for 5 min. A pA–Tn5 enzyme/adapter complex was diluted to 1:200 in Dig-300 buffer (0.05% digitonin, 20 mM of HEPES pH of 7.5, 300 mM of NaCl, 0.5 mM of spermidine, and 1 × protease inhibitor cocktail) and 100 μl was added to the samples and incubated for 1 h at room temperature. The samples were washed twice with 800 μl of Dig-300 buffer for 5 min and resuspended in 300 μl of tagmentation buffer (10 mM of MgCl_2_ in Dig-300 buffer) and incubated for 1 h at 37 °C. Tagmentation was terminated by adding 10 μl of 0.5 M EDTA, 3 μl of 10% SDS, and 2.5 μl of 20 mg/ml proteinase K, and the samples were incubated for 1 h at 55 °C. Then 300 μl of phenol-chloroform-isoamyl alcohol 25:24:1 (Thermo Fisher Scientific) was added to each sample, mixed, and centrifuged at 16,000 *g* for 3 min. Chloroform was added to each sample and centrifuged at 16,000 *g* for 3 min. DNA was then precipitated with 100% ethanol and centrifuged at 16,000 *g* for 15 min at 4 °C. The pellets were rinsed with 1 ml of ethanol and centrifuged for 1 min at 4 °C (16,000 g), air-dried, and resuspended in 30 μl of 10 mM Tris–HCl at a pH 8.0, 1 mM EDTA, and 25 ug/ml of RNAse A and incubated for 10 min at 37 °C. Next, 33 μl of Ampure XP beads (Beckman Counter) were added to each tube, quickly spun, and incubated for 10 min at room temperature. The beads were then washed twice with 80% ethanol and air-dried for 5 min. Then 25 μl of 10 mM Tris at a pH 8.0 was added to each sample, full-speed vortexed for 2 s, and placed on a magnetic stand. Liquid containing DNA was pipetted, and the DNA libraries were prepared using a NEBNext Library kit (Illumina). Post-PCR clean-up was performed by adding 1.1 volume of Ampure XP beads to each sample and incubating for 15 min at room temperature. The beads were washed twice with 80% ethanol. DNA fragments were eluted with 30 μl of 10 mM Tris at a pH 8.0 and used for quantitative PCR.

### 2.12 Statistical analysis

Data are reported as mean ± standard error of the mean (SEM). Statistical significance was obtained using Student's t-test or ANOVA with Sidak's post hoc tests using Prism 7 (GraphPad software). P < 0.05 was considered significant.

## 3 Results

### 3.1 Loss of insulin expression and altered β-cell homeostasis in Tg7 mice

Mice overexpressing miR-7 specifically in pancreatic β-cells (∼3-fold) develop diabetes due to β-cell dedifferentiation [22]. In the current study, we used Tg7 mice to investigate how the loss of β-cell identity impacts the islet microenvironment. First, we performed microscopic analyses on pancreatic sections from normoglycaemic 2-week-old (2w) and hyperglycaemic 12-week-old (12w) Tg7 mice (Figure 1A). Immunohistochemistry revealed a subtle difference in insulin content between the Wt and Tg7 islets at 2w of age despite mutant mice maintaining normal blood glucose and circulating insulin concentrations (Figure 1B). In contrast, islets from the 12w Tg7 mice showed a marked decrease in insulin signals compared to controls. To confirm these findings, we performed flow cytometry using islet cells from Tg7 mice bearing an insulin-*Cre*-driven *Rosa26 tdTomato* reporter (Wt^β−Tom^ and Tg7^β−Tom^ mice). This evaluation indicated that most *tdTomato*-labelled β-cells from the Tg7 mice displayed a low degree of granularity (lower side scatter, SSC) than β-cells from the Wt mice (Figure 1C). Electron microscopy in islets from the 12w Tg7 mice confirmed these findings by revealing a more significant number of cells utterly devoid of electron-dense insulin granules, so-called “empty” cells, as well as the presence of β-cells with rod-shaped dense cores (Figure 1D and Supplementary Figure 1). This degranulation of β-cells correlated with profound alterations of β-cell homeostasis as indicated by impaired Ca^2+^ influx in response to high glucose compared to controls (Supplementary Figure 2). Together, these analyses revealed that β-cells from the Tg7 mice underwent a progressive degranulation process that correlated with altered β-cell homeostasis and diabetes.

**Figure 1:**
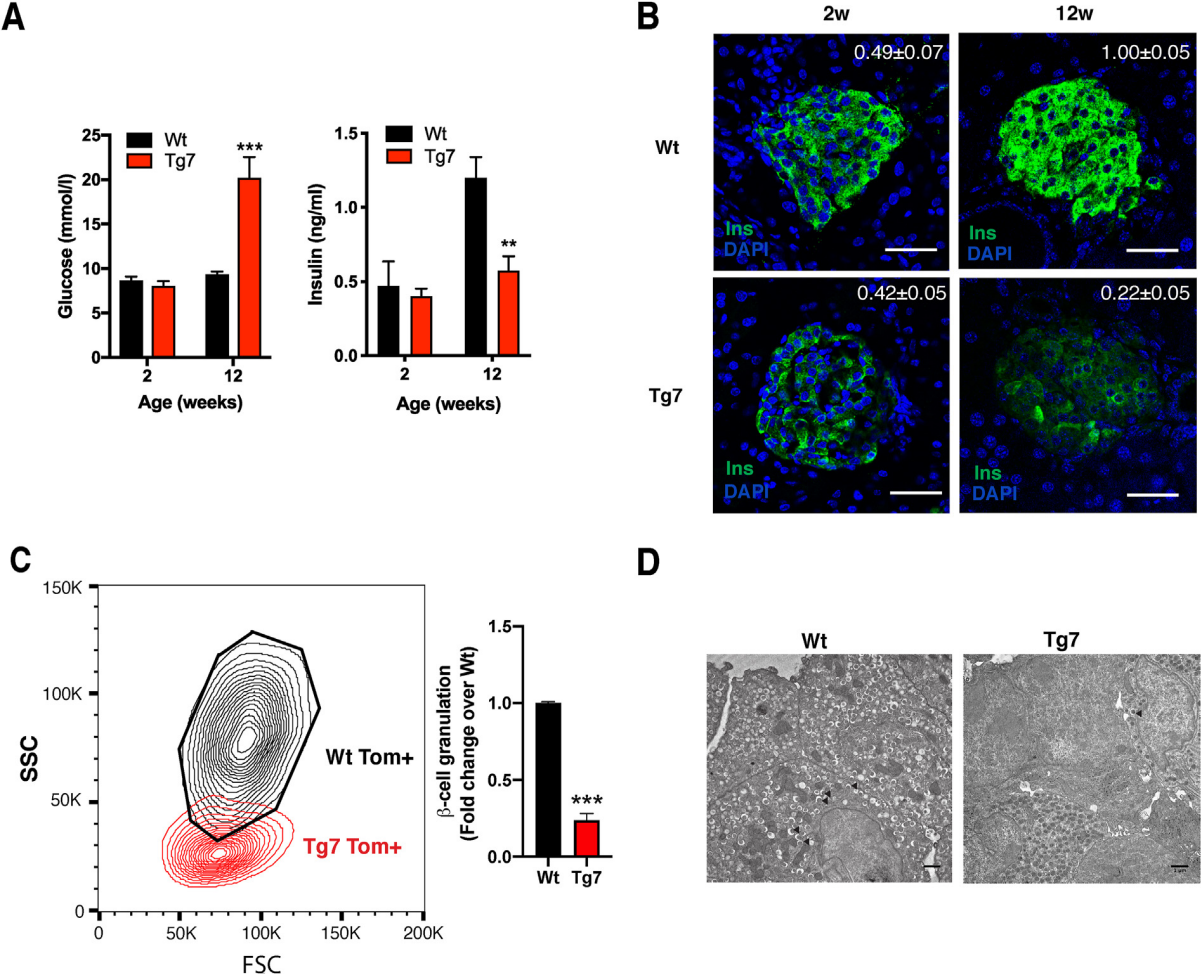
**Pancreatic β-cell degranulation and dysfunction in Tg7 mice**. **(**A) Random fed glycaemia and circulating insulin levels in 2- and 12-week-old Wt and Tg7 mice. (B) Insulin (green) immunofluorescence of pancreatic sections from wild-type (Wt) and Tg7 mice at 2w and 12w of age. Nuclei revealed by DAPI staining. Average insulin immunostaining quantification (n = 4–5). Scale bar: 75 μm. P < 0.001 12w Tg7 vs 12w Wt; p < 0.05 12w Tg7 vs 2w Tg7. (C) Flow cytometry in dissociated islets from 12w Wt^β−Tom^ and Tg7^β−Tom^ mice showed the presence of β-cells with decreased granulation in mutant mice. Right: Quantification of degranulated Tom^+^ β-cells from Tg7 mice residing outside the Wt gate (black area considered normal β-cell granularity) expressed as fold change over Wt mice (n = 5). (D) Electron microscopy of 12w Wt and Tg7 islet preparations. Black arrowheads: mature insulin granules. Scale bar: 1 μm. Unpaired Student's t-test. Data are means ± SEM, ∗∗p < 0.01 and ∗∗∗p < 0.001.

### 3.2 Genetic signature of islets from Tg7 mice

To clarify how β-cell dedifferentiation induced by miR-7 impacts whole islet gene expression, we performed bulk RNA-seq analyses in Tg7 islets isolated at 2w and 12w. 

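Islet RNA of Tg7 mice, which overexpress miR-7 in β-cells, and of Wt mice was sequenced at 2w and at 12w. Each of the 4 groups had 3 libraries, and each library was made from the pooled islets of several animals. The libraries therefore count as pools, and the p values of single genes measure the spread between these 12 libraries, not between single mice. The p values of preranked gene lists and of regrouped markers compare genes with other genes and do not measure that spread. The authors trimmed the paired-end reads, aligned them to the mouse assembly mm9 with TopHat2 2.0.11 and counted them on Ensembl genes with featureCounts, without normalization. The strand setting of the counting is not given in the sources used here. The counts covered 37991 genes, of which 13981 had no count in any library. Reads counted on genes ranged from 12803066 to 17515758 per library in 2w Wt islets (median 17412682) and from 13975695 to 16969176 in 2w Tg7 islets (median 15771753). At 12w they ranged from 11610697 to 17227642 in Wt islets (median 15764562) and from 16248397 to 17064546 in Tg7 islets (median 16593471). The insulin genes Ins1 and Ins2 together took up 12.1% ± 2.91 of all counts in 2w Wt islets and 2.85% ± 1.15 in 2w Tg7 islets (SD, n = 3). At 12w their share was 24.0% ± 8.02 in Wt islets (30.0%, 27.0% and 14.8% in replicates 1, 2 and 4) and 8.14% ± 0.0862 in Tg7 islets (SD, n = 3). To keep these changes from shifting all other genes, counts were scaled with edgeR's TMM factors, which ranged from 0.684 to 0.871 in 12w Wt islets and from 1.04 to 1.09 in 12w Tg7 islets. The 15961 genes that passed edgeR's expression filter (minimum count 10, minimum total 15) were tested. Tg7 islets were compared with Wt islets of the same age by edgeR's quasi-likelihood test in 1 model of the 4 groups, with Benjamini-Hochberg adjustment over all tested genes. Genes with an adjusted p below the threshold of 0.05 are called differentially expressed. Expression is given as CPM after this scaling (mean ± SD, n = 3) and as log2 fold change over Wt with its standard error (SE). Positions are on mm9. In a principal component analysis of the tested genes, the 4 groups lay apart.

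**Figure D1:**
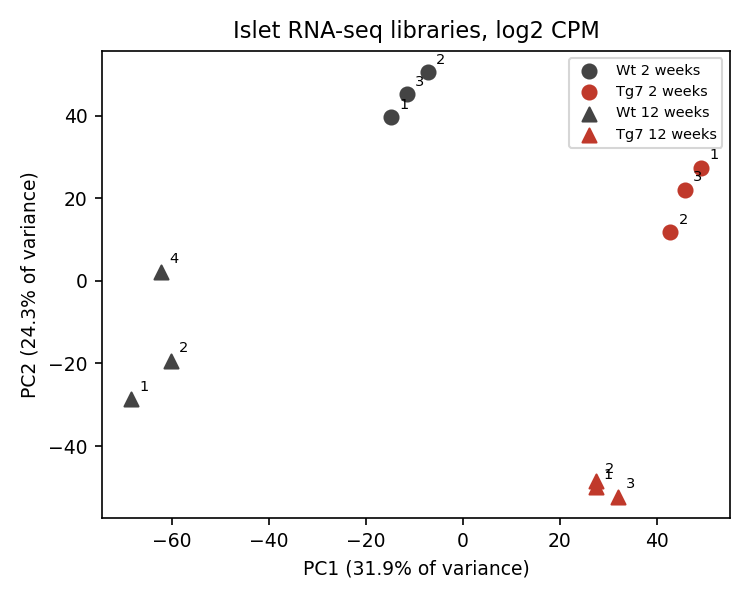
First and second principal components of log2 CPM of the tested genes, with 1 point per library coloured by genotype and shaped by age. The components hold 31.9% and 24.3% of the variance, and Tg7 libraries lie at 27.3 to 49.1 on the first, Wt libraries at −68.4 to −7.20.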

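At 2w, 1695 genes were differentially expressed between Tg7 and Wt islets, 969 of them upregulated and 726 downregulated. The estimated change was at least 2-fold for 579 upregulated and 219 downregulated genes. At 12w, 3772 genes were differentially expressed, 1989 upregulated and 1783 downregulated, with at least a 2-fold estimate for 1182 and 429 of them. The 2-fold limit was applied to the estimate and was not itself tested. A total of 1084 genes changed in the same direction at both ages, 583 up and 501 down, which is 28.7% of the 12w genes. Independent lists of these sizes would share 202 genes. Another 13 genes changed in opposite directions. Scaling by library size alone shifted the median log2 fold change of all genes by 0.17 at 2w and by 0.44 at 12w. Under that scaling 1987 genes changed at 2w and 5558 at 12w, of which 1286 and 2349 were also called with TMM factors. Of the genes it called, 84.0% at 2w and 93.5% at 12w were upregulated, and 202 of the genes called at 12w with TMM factors changed sign. DESeq2 on all 12 libraries called 2471 genes at 2w, 4250 at 12w and 1433 at both ages in the same direction. Single Wt libraries moved the 2w count by more than 1.5-fold, to 912 genes without replicate 1, 1036 without replicate 2 and 754 without replicate 3. The 2w count fell to 1092 without Tg7 2w replicate 3, and it was 3071 without Wt 12w replicate 4. The count shared by both ages was 667 without Wt 2w replicate 1 and 572 without Wt 2w replicate 3. The 12w count was 2522, 2417 and 2418 without Tg7 12w replicate 1, 2 and 3.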

A total of 2,471 genes were differentially regulated in the 2w islets (211 genes downregulated and 735 upregulated with at least a 2-fold change [2-FC], padj < 0.05), whereas this reached 4,220 in the 12w Tg7 islets (348 downregulated and 1,110 upregulated by at least 2-FC, padj < 0.05) Of note, the expression of more than one-third of differentially expressed genes (1,457/4,220) in islets from the 12w hyperglycaemic Tg7 islets were already similarly altered in 2-week-old prediabetic Tg7 islets (Supplementary Table 1), revealing a pronounced remodelling of gene expression before the onset of diabetes. Gene set enrichment analysis (GSEA) [41] indicated that genes downregulated in 2w and 12w Tg7 islets displayed an overrepresentation of core β-cell components, including the unfolded protein response (UPR), pancreatic β-cell identity, and protein secretion (Figure 2A and Supplementary Table 2). 

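Preranked enrichment with fgsea, on genes ordered by the signed square root of edgeR's F statistic, was run on gene lists written by hand for the UPR, β-cell identity and the secretory pathway. The Hallmark gene sets of the paper were not used here. Adjusted p values cover 15 tests of lists, and all 32 UPR genes, 31 of 32 β-cell identity genes and all 38 secretory pathway genes were tested. In 2w Tg7 islets, 31 UPR genes were lower than in Wt islets (median log2 fold change −0.75, normalised enrichment score (NES) −3.01, adjusted p = 2.69e-15). At 12w, 29 were lower (median −0.55, NES −2.36, adjusted p = 5.89e-07). The median β-cell identity gene changed by −1.12 at 2w (NES −2.87, adjusted p = 7.72e-13) and by −0.61 at 12w (NES −2.47, adjusted p = 6.56e-08). Secretory pathway genes had a median of −0.29 at 2w (NES −2.53, adjusted p = 2.63e-08) and −0.36 at 12w (NES −2.13, adjusted p = 3.06e-05). Single genes were called over all tested genes and over each list alone. Of the UPR genes, 22 were downregulated at 2w (24 adjusted over the list alone) and 15 at 12w (18), and none upregulated. Of the β-cell identity genes, 18 were downregulated at 2w and none upregulated (21 and 2 adjusted over the list alone). At 12w, 16 were downregulated and 4 upregulated (17 and 4). In the secretory pathway 8 genes were downregulated at 2w (9), and at 12w 18 were downregulated and 1 upregulated (19 and 1). The β-cell identity list holds 2 genes that the paper picked from these libraries, and without them its NES was −2.75 and −2.42. With the correlation between genes estimated by camera, the UPR list passed at 2w only, the β-cell identity list at both ages and the secretory pathway list at neither age. Reactome sets in place of the lists gave −1.86 and −1.68 for the UPR at 2w and 12w, and −1.61 for β-cell genes at 2w, all called. The Reactome secretory set (−1.21 at 2w and −1.06 at 12w) and the β-cell set at 12w (−1.42) were not called. Scaled by library size alone, the secretory pathway list was not called at 12w (NES −0.559). When the 6 libraries of an age were split in every other way into 3 and 3, the highest NES in size at 2w was 2.83 for the UPR, 2.72 for β-cell identity and 2.38 for the secretory pathway, and at 12w 2.60, 2.07 and 2.34. Each such split mixes the genotypes unevenly and keeps part of their difference. These values therefore do not measure what chance alone gives.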

Consistent with β-cell dedifferentiation in Tg7 mice, we found decreased expression of several β-cell-specific markers (Figure 2C) as well as increased expression of progenitor (*Sox9* and *Ngn3*) and stemness markers (Figure 2D) by quantitative RT-PCR (qPCR).

**Figure 2:**
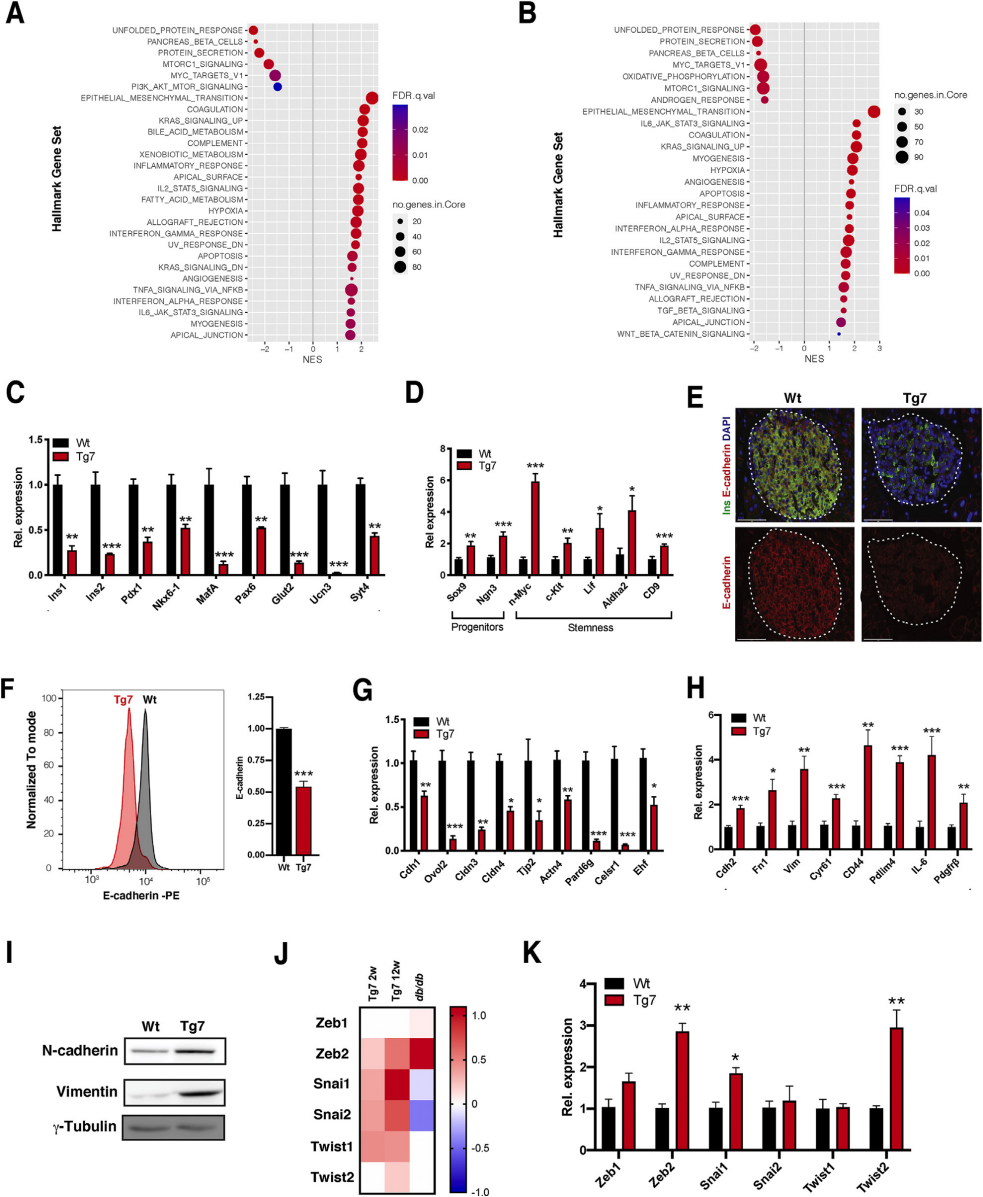
**β-cell dedifferentiation is associated with the induction of genes involved in EMT in Tg7 mice.** (A–B) Gene set enrichment analysis (GSEA) of MSigDB Hallmark genes in downregulated (A) and upregulated (B) pre-ranked gene ratios (Tg:Wt) from 2w (left) and 12w (right) Tg7 islets. Gene sets with the indicated FDR are plotted relative to normalised enrichment scores (NES). Circle size denotes the number of genes in each category, and colour indicates FDR q values. (C–D) qPCR analysis of β-cell identity genes (C) progenitor and stemness genes (D) in isolated islets from 12w mice (n = 6–7). (E) *E-cadherin* immunofluorescence in pancreas of 12w Tg7 and control Wt mice. Scale bar: 75 μm. (F) E-*cadherin* flow cytometry in dissociated islets from 12w Wt^β−Tom^ and Tg7^β−Tom^ mice. Data represent *tdTomato*^+^ -gated β-cells (n = 3). (G–H) qPCR analysis of epithelial (G) and mesenchymal markers (H) in islets isolated from 12w old mice (n = 6–7). (I) Western blotting for *N-cadherin* and vimentin in islets from 12w Tg7 mice. (J) Heatmap of EMT-TF expression data (log_2_ fold change) in islets from 12w Tg7 and *db/db* mice over their respective Wt controls. (K) qPCR analysis of EMT-TFs in islets from 12w Tg7 mice. Unpaired Student's t-test. Data are means ± SEM, ∗p < 0.05,∗∗p < 0.01, and ∗∗∗p < 0.001.

Interestingly, we found that the top category of upregulated genes was associated with epithelial-to-mesenchymal transition, TGFβ signalling, inflammation, angiogenesis, cell polarity, and myofibroblast activation (Figure 2B and Supplementary Table 2). These genetic signatures were, in large part, already an intrinsic feature of normoglycemic 2w Tg7 mice and further overrepresented in diabetic 12w Tg7 mice. 

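The mesenchymal list supplied with Supplementary Table 3 was tested in place of the Hallmark EMT set. It was taken to be the paper's list from dbEMT, which the methods place in Supplementary Table 6. It holds 503 genes, of which 443 were tested. At 12w, 279 of them were higher and 164 lower in Tg7 than in Wt islets (median log2 fold change 0.36, NES 2.36, adjusted p = 2.74e-23). Over all tested genes, 155 were upregulated and 38 downregulated, and adjusted over the list alone 169 and 50. At 2w, 306 were higher and 137 lower (median 0.23, NES 1.99, adjusted p = 1.63e-12), with 60 upregulated and 14 downregulated (86 and 20 over the list alone). The list contains 29 genes that the paper selected on these libraries, and without them the NES was 1.75 at 2w and 2.10 at 12w. Without its 4 stellate and fibroblast markers and 1 endothelial marker the NES was 1.97 and 2.32. Ductal and acinar markers stayed in, and so few of 443 genes could hardly move the NES. This therefore does not test other cell types as the source. The myofibroblast side was read from 32 tested collagen genes, whose median log2 fold change was 0.45 at 2w (NES 1.99, adjusted p = 1.31e-04) and 1.58 at 12w (NES 2.52, adjusted p = 2.40e-10). At 2w, 7 collagen genes were upregulated and 1 downregulated (13 and 1 over the list alone), and at 12w 20 and 1 (23 and 1). Without the 4 collagen genes that the paper selected, the NES was 1.70 and 2.38. With camera's estimated correlation between genes, the collagen genes passed at 12w only, and the mesenchymal list at neither age. When the 6 libraries of an age were split in every other way into 3 and 3, the highest NES in size was 2.25 at 2w and 2.20 at 12w for the mesenchymal list, and 2.06 and 2.52 for the collagen genes. Such splits keep part of the genotype difference, so these values do not measure what chance alone gives.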

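Whether the Tg7 effect differed between the ages was tested in the same model as the log2 fold change at 12w minus that at 2w. The difference passed for 188 genes, 139 with a positive and 49 with a negative difference. This count was 566 with DESeq2 on all libraries, 420 without the expression filter, 347 with library size alone and 108 with replicate number as a block. At 12w the block takes the effect from replicates 1 and 2 only, since Wt replicate 4 and Tg7 replicate 3 have no partner of their number. Leaving out 1 library moved the count to 87 without Wt 2w replicate 2, 91 without Wt 2w replicate 3 and 113 without Tg7 2w replicate 3. It was 579 without Wt 12w replicate 4, and 82, 91 and 85 without Tg7 12w replicate 1, 2 and 3. The mesenchymal list ranked towards a larger effect at 12w (NES 2.18, adjusted p = 1.60e-15), with a median difference of 0.08. Of its genes 22 had a positive and 2 a negative difference, and 43 and 7 adjusted over the list alone. The NES was 2.00 without the genes that the paper selected on these libraries, and the list did not pass with camera's estimated correlation. Of 100 splits of the libraries within each age, the real one included, 23 gave an NES as large. Every other split was scored by the difference or the sum of its effects at both ages, whichever was larger. The real one was scored by the difference alone, so 23 is an upper limit. Other splits also keep part of the genotype difference, so they cannot decide about chance. The β-cell identity list as a whole did not pass (NES −1.23, adjusted p = 0.179), and its median difference of 0.06 had the other sign. Among its genes 1 had a positive and 2 a negative difference, and 4 and 5 adjusted over the list alone. The collagen gene Col5a2 (ENSMUSG00000026042, chromosome 1, 45431166 to 45560127) had a log2 fold change of 0.46 at 2w (SE 0.18, adjusted p = 0.124) and 2.52 at 12w (SE 0.22, adjusted p = 4.01e-06). Its difference of 2.06 (SE 0.29, adjusted p = 0.00269) passed with each library left out in turn. At 2w it was called with library size alone (0.63) and with offsets for GC content and length (0.52), an alternative chosen after the data were seen.

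**Figure D2:**
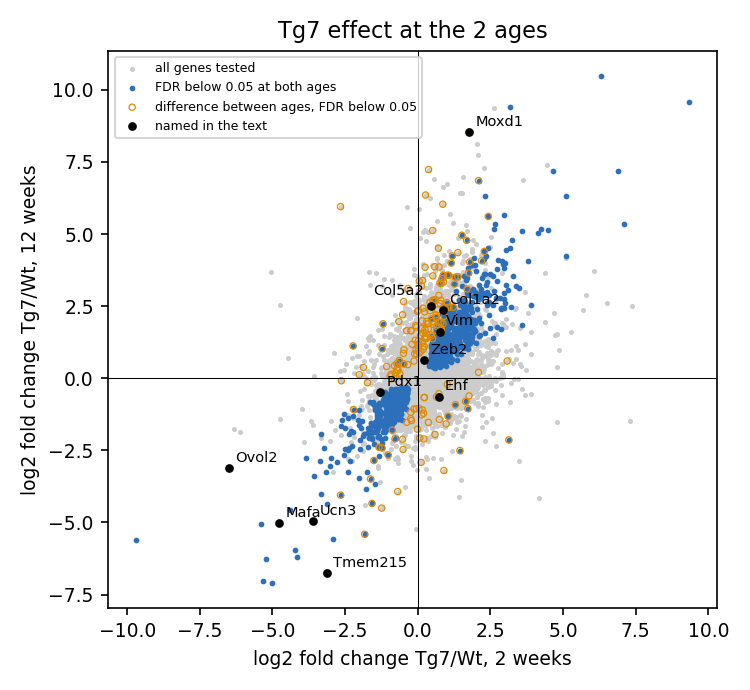
Log2 fold change of Tg7 over Wt islets at 2w (x axis) and 12w (y axis), with 1 point per tested gene, blue where called at both ages and ringed in orange where the difference between ages was called. Of the 188 ringed genes 139 lie towards higher values at 12w, and Tmem215 moves from −3.13 to −6.76.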

Intriguingly, EMT was also the top biological process enriched in islets isolated from *db/db* mice (Supplementary Figure 2), indicating that EMT represents a core characteristic of different mouse models of diabetes. EMT signalling drives mesenchymal reprogramming of epithelial cells and underlies tumour metastasis in cancer [50]. Conversely, EMT plays a fundamental role in response to cellular dedifferentiation in non-epitheial tissues and contributes to tissue repair, plasticity, and regeneration [51]. Although islet endocrine cells express several epithelial-specific markers, including *Cdh1/E-cadherin* [52,53], they showed limited morphological and functional similarities to epithelial cells. This raises the intriguing possibility that loss of β-cell identity in T2D elicits an EMT process reminiscent of a response to tissue injury. To investigate this, we first measured the expression of *Cdh1/E-cadherin,* a marker downregulated during EMT. Immunofluorescence and flow cytometry analyses revealed a downregulation of *E-cadherin* protein expression in islets from diabetic Tg7 mice (Figure 2E, F). We found that several epithelial cell markers (*Ovol2*, *Cldn3/4*, *Tjp2*, and *Ehf*) and regulator of cell polarity (*Celsr1* and *Pard6g*) expressed in pancreatic β-cells were markedly downregulated in islets from diabetic Tg7 mice and *db/db* mice (Figure 2G and Supplementary Table 3). Conversely, Tg7 islets showed increased expression of core EMT markers such as *Cdh2/N-cadherin* and *Vim* (Figure 2H, I and Supplementary Table 3). 

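Values are given for 12w islets, and Ovol2 is treated with its own experiment. Cldn3 (ENSMUSG00000070473, chromosome 5, 135462084 to 135463342) fell from 73.8 ± 12.0 CPM in Wt to 27.0 ± 6.49 in Tg7 islets (SD, n = 3). Its log2 fold change was −1.45 (SE 0.17, adjusted p = 4.14e-05). For Cldn4 (ENSMUSG00000047501, chromosome 5, 135420996 to 135422804) it was −1.05 (SE 0.17, adjusted p = 5.81e-04), from 342 ± 78.7 to 165 ± 17.8 CPM. Ehf (ENSMUSG00000012350, chromosome 2, 103103590 to 103143435) changed by −0.64 (SE 0.20, adjusted p = 0.0338), from 14.6 ± 3.84 to 9.32 ± 0.958 CPM. Celsr1 (ENSMUSG00000016028, chromosome 15, 85729188 to 85864207) changed by −2.68 (SE 0.41, adjusted p = 4.12e-04), from 8.01 ± 1.16 to 1.24 ± 0.779 CPM. The largest of these 5 falls was in Pard6g (ENSMUSG00000056214, chromosome 18, 80243634 to 80316379), at −3.25 (SE 0.36, adjusted p = 3.09e-05), from 10.8 ± 4.47 to 1.13 ± 0.320 CPM. Cldn3, Cldn4, Celsr1 and Pard6g were called in every alternative and with each library left out. Ehf was not called without Wt 12w replicate 1 (−0.51), Wt 12w replicate 4 (−0.57), or Tg7 12w replicate 1 (−0.64), 2 (−0.70) or 3 (−0.56). Nor was it called with each age alone in DESeq2 (−0.66) or edgeR (−0.67), library size alone (−0.19), upper-quartile factors (−0.55) or the replicate block (−0.46). The 2 alternatives chosen after the data were seen, GC and length offsets (−0.49) and shrunken DESeq2 estimates for each age alone (−0.61), did not call it either. At 2w Ehf was higher in Tg7 islets (0.71, SE 0.20, adjusted p = 0.0360), but it was not called there with any of the 2w libraries left out (0.62 to 0.78), without Tg7 12w replicate 1 (0.71) or 2 (0.71), or with the block (0.72). Supplementary Table 3 lists 31 epithelial genes that the paper picked from these libraries, so their calls here are not independent evidence. At 12w, 30 of them were downregulated (median log2 fold change −0.74), and at 2w 22 (median −0.61). With library size alone 10 were called at 12w and 11 at 2w, and with the block 16 at 12w. Without Tg7 12w replicate 1 the 12w count was 19. The 2w count was 12 without Wt 2w replicate 1, 11 without Wt 2w replicate 3 and 14 without Tg7 2w replicate 2.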

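Vim (ENSMUSG00000026728, chromosome 2, 13495554 to 13504453) rose from 27.7 ± 7.79 CPM in 12w Wt to 84.3 ± 6.51 in 12w Tg7 islets (SD, n = 3). Its log2 fold change of 1.62 (SE 0.24, adjusted p = 3.37e-04) was called in every alternative and with each library left out. At 2w Vim changed by 0.77 (SE 0.23, adjusted p = 0.0495), from 86.9 ± 20.7 to 148 ± 42.3 CPM. That call was lost without Wt 2w replicate 2 (0.70) or 3 (0.64) and without Tg7 2w replicate 1 (0.56) or 2 (0.74). It was also lost without Wt 12w replicate 2 (0.76) or Tg7 12w replicate 1 (0.76), 2 (0.77) or 3 (0.77). Cdh2 (ENSMUSG00000024304, chromosome 18, 16747386 to 16967755) had 145 ± 63.8 CPM in 12w Wt and 211 ± 7.80 in 12w Tg7 islets, a log2 fold change of 0.54 (SE 0.21, adjusted p = 0.0821). It was called at 12w with library size alone (0.94), upper-quartile factors (0.65), no filter (0.54) and the replicate block (0.94), and without Wt 12w replicate 4 (0.96). The block leaves that library out of its 12w effect too, so its call is not independent of that fit. Offsets for GC content and length, chosen after the data were seen, also called Cdh2 (0.61). At 2w Cdh2 changed by 0.38 (SE 0.21, adjusted p = 0.269), and it was called there with each age alone in DESeq2 (0.37) and edgeR (0.38), with the block (0.38), without Wt 12w replicate 4 (0.37), and with shrunken DESeq2 estimates (0.37), also chosen after the data were seen. All 29 mesenchymal genes of Supplementary Table 3 were upregulated at 12w (median log2 fold change 1.79) and 15 at 2w (median 0.80). The paper chose these genes on the same libraries, so the calls are not independent evidence. The 2w count was 8 without Wt 2w replicate 2, 7 without Wt 2w replicate 3 and 9 without Tg7 2w replicate 1 or without Tg7 12w replicate 2. It was 24 with DESeq2 on each age alone, shrunken or not.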

We found that this EMT signature was a component of Tg7 and a feature of islets isolated from diabetic *db/db* islets (Supplementary Figure 3A), a mouse model displaying similar induction of miR-7 expression [22]. Given that the EMT GSEA signature is an indicator of the transcriptional response to EMT, we then verified the expression of EMT-TFs from the *Zeb*, *Snail*, and *Twist* gene families, which are key executioners of EMT. 

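Of the EMT-TFs, Zeb2 (ENSMUSG00000026872, chromosome 2, 44839154 to 44972915) had 5.13 ± 2.14 CPM in 12w Wt and 8.11 ± 0.337 in 12w Tg7 islets (SD, n = 3). Its log2 fold change at 12w was 0.64 (SE 0.26, adjusted p = 0.0939). It was called with library size alone (1.05), upper-quartile factors (0.75) and the replicate block (1.03), and without Wt 12w replicate 4 (1.06), the Wt library with the highest Zeb2 level (7.60 CPM). The block leaves that library out of its 12w effect too, so its call is not independent of that fit. Offsets for GC content and length, an alternative chosen after the data were seen, also called Zeb2 (0.95). At 2w Zeb2 changed by 0.22 (SE 0.24, adjusted p = 0.614), and no alternative called it. Snai1 (ENSMUSG00000042821, chromosome 2, 167363695 to 167368314) rose at 12w from 3.32 ± 1.72 to 7.29 ± 0.751 CPM, a log2 fold change of 1.18 (SE 0.29, adjusted p = 0.00946). That call held with each library left out but not with edgeR on each age alone (1.14) or with the block (0.93). Snai1 changed by 0.38 at 2w (SE 0.27, adjusted p = 0.397). Snai2 (ENSMUSG00000022676, chromosome 16, 14705945 to 14709488) changed by 0.92 at 12w (SE 0.45, adjusted p = 0.166) and was called only with library size alone (1.35). Twist1 (ENSMUSG00000035799, chromosome 12, 34642536 to 34644682) had 12 counts in the 12w Tg7 libraries and 2 in Wt, a ratio of 4.00 (95% interval 0.890 to 36.8). Twist2 (ENSMUSG00000007805, chromosome 1, 93698038 to 93744605) had 9 and 3, a ratio of 2.00 (0.499 to 11.5). Such intervals, and the lower bounds given for genes without a count in 1 group, cover counting error only. At 2w Twist2 changed by 2.49 (SE 0.78, adjusted p = 0.0562) and was called with edgeR on each age alone (2.50), library size alone (2.67) and the added GC and length offsets (2.43), and without Wt 12w replicate 1 (2.49). Zeb1 (ENSMUSG00000024238, chromosome 18, 5591858 to 5775465) had no count in any of the 12 libraries.

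**Figure D3:**
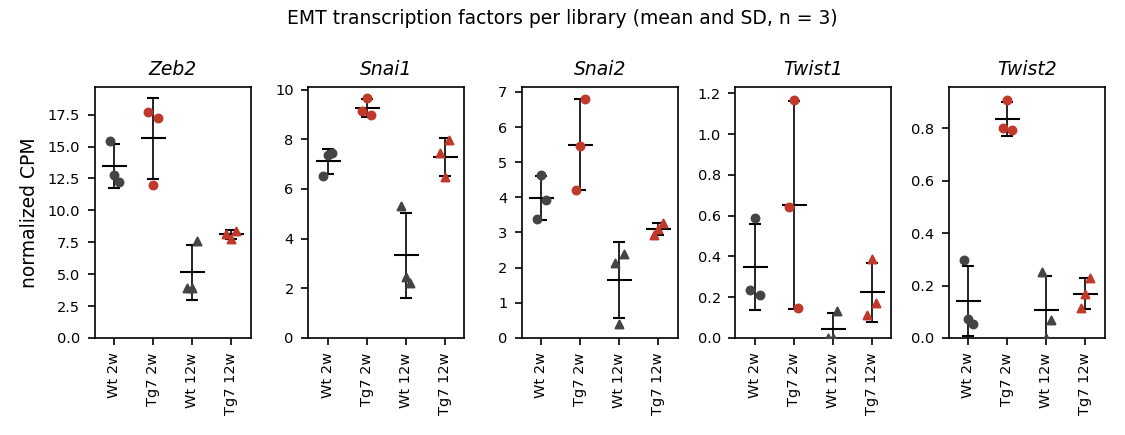
CPM of 5 EMT-TFs in each library, circles for 2w and triangles for 12w, grey for Wt and red for Tg7 islets, with mean and SD of each group. The 12w Tg7 libraries lie above the 12w Wt libraries for Zeb2 and Snai1, where the Wt means are 5.13 and 3.32.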

We found that *Zeb2* was the only EMT-TF consistently regulated in the diabetic Tg7 and *db/db* mice (Figure 2J, K and Supplementary Figure 3B, C). Together, our results indicated that loss of β-cell identity concurred with established changes in gene expression associated with EMT and a chronic response to tissue injury.

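As a counterpart to the mesenchymal list, the epithelial list supplied with Supplementary Table 3, taken to be the paper's list from UniProt, was tested as a whole. It holds 876 genes, of which 676 were tested. At 12w, 340 of them were higher and 336 lower in Tg7 than in Wt islets, with a median log2 fold change of 0.00 (NES 1.26, adjusted p = 0.0117). Over all tested genes, 124 were upregulated and 100 downregulated, and adjusted over the list alone 131 and 109. At 2w, 359 were higher and 317 lower (median 0.04, NES 1.24, adjusted p = 0.0124), with 62 upregulated and 44 downregulated (87 and 54 over the list alone). DESeq2 on each age alone gave the other sign at 2w (NES −1.10, not called). The 2w call was also lost with edgeR on each age alone (1.14), the stricter filter (1.17) and the replicate block (1.17), and without Wt 2w replicate 3 (1.18) or Tg7 2w replicate 1 (1.03). The 12w call was lost without Wt 12w replicate 1 (1.13) or 2 (1.17). Neither of camera's correlation settings called the list at either age. Other splits of the 6 libraries of an age gave an NES of up to 1.72 in size at 2w and 1.60 at 12w. These splits keep part of the genotype difference, so they do not measure what chance alone gives. Without the 35 genes that the paper selected on these libraries, the NES was 1.49 at 2w and 1.46 at 12w. Taking its results together, the paper states that loss of β-cell identity went together with EMT-associated expression changes and a chronic response to tissue injury.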

### 3.3 β-cell dedifferentiation in Tg7 mice is associated with changes in cell:cell contacts and islet fibrosis

TGFβ signalling is a crucial regulator of EMT and tissue fibrosis [50]. 

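The TGFβ signature was tested with the Reactome set for TGFβ receptor signalling, which was chosen after the data were seen. Of its 70 genes, 68 were tested, and 1 is among the genes that the paper selected on these libraries. At 2w the median log2 fold change was −0.10 (NES −1.17, adjusted p = 0.343 over the 2 ages), with 3 genes upregulated and 3 downregulated. At 12w the median was −0.09 and the NES 0.807, of opposite sign (adjusted p = 0.817), with 11 genes upregulated and 10 downregulated. The Hallmark set behind the paper's signature was not used here, and the Reactome set holds pathway components more than target genes.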

Because our bulk RNA-seq GSEA analysis identified a TGFβ signature in the Tg7 mice, we monitored TGFβ signalling activation by Western blotting using an antibody against phosphorylated SMAD3 on Ser 423/425 (p-SMAD3). These analyses revealed increased p-SMAD3 levels in islets from 12w Tg7 mice (Figure 3A). Moreover, this correlated with the induction of TGFβ ligands (Supplementary Table 4) and several TGFβ target genes in mutant islets compared to controls (Figure 3B). 

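Tgfb1 (ENSMUSG00000002603, chromosome 7, 26472021 to 26490096) rose from 13.7 ± 2.34 CPM in 12w Wt to 19.6 ± 1.15 in 12w Tg7 islets (SD, n = 3). Its log2 fold change was 0.51 (SE 0.16, adjusted p = 0.0344). The call was lost without Wt 12w replicate 1 (0.37) and without Tg7 12w replicate 1 (0.48), 2 (0.54) or 3 (0.54). It was also lost with each age alone in DESeq2 (0.49) or edgeR (0.49), with no filter (0.52) and with the replicate block (0.56). GC and length offsets (0.30) and shrunken DESeq2 estimates for each age alone (0.47), both chosen after the data were seen, did not call it either. At 12w Tgfb2 (ENSMUSG00000039239, chromosome 1, 188447065 to 188529871) changed by 0.57 (SE 0.31, adjusted p = 0.206), from 2.75 ± 1.29 to 4.04 ± 0.532 CPM. It was called with library size alone (1.01). Tgfb3 (ENSMUSG00000021253, chromosome 12, 87397694 to 87419991) changed by 1.12 (SE 0.47, adjusted p = 0.104), from 3.30 ± 2.81 to 7.31 ± 1.06 CPM. It was called with library size alone (1.54) and without Wt 12w replicate 2 (2.06). At 2w the 3 ligands changed by 0.18 (adjusted p = 0.509), 0.43 (adjusted p = 0.348) and 0.47 (adjusted p = 0.573).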

Given that TGFβ signalling induces morphological changes and marked alterations in tissue microenvironments following organ injury [54], we investigated islet β-cell morphology and β-cell:β-cell interactions in islets from Tg7^β−Tom^ mice. Our microscopic observations indicated that *tdTomato*^+^ β-cells from Tg7 mice changed shape from cuboidal to flattened and elongated and displayed loosened cell:cell contacts (Figure 3C), two features of TGFβ-induced EMT cell reprogramming. Electron microscopy confirmed the presence of a large cellular interspace, with some islet cells displaying well-defined protrusions (Figure 3D). We also found increased expression of several TGFβ-regulated extracellular matrix (ECM) remodellers in mutant islets, which correlated with enhanced collagen deposition in islets from diabetic Tg7 mice (Figure 3E, F). In particular, collagen I content was higher in Tg7 islets compared to Wt controls. Significantly, collagen I deposition was completely normalised following incubation with Alk5i, an inhibitor of TGFβ receptor type I and inhibitor of EMT (Figure 3G). Altogether, these results indicated that EMT and TGFβ signalling contributed to islet fibrosis in diabetic Tg7 mice.

**Figure 3:**
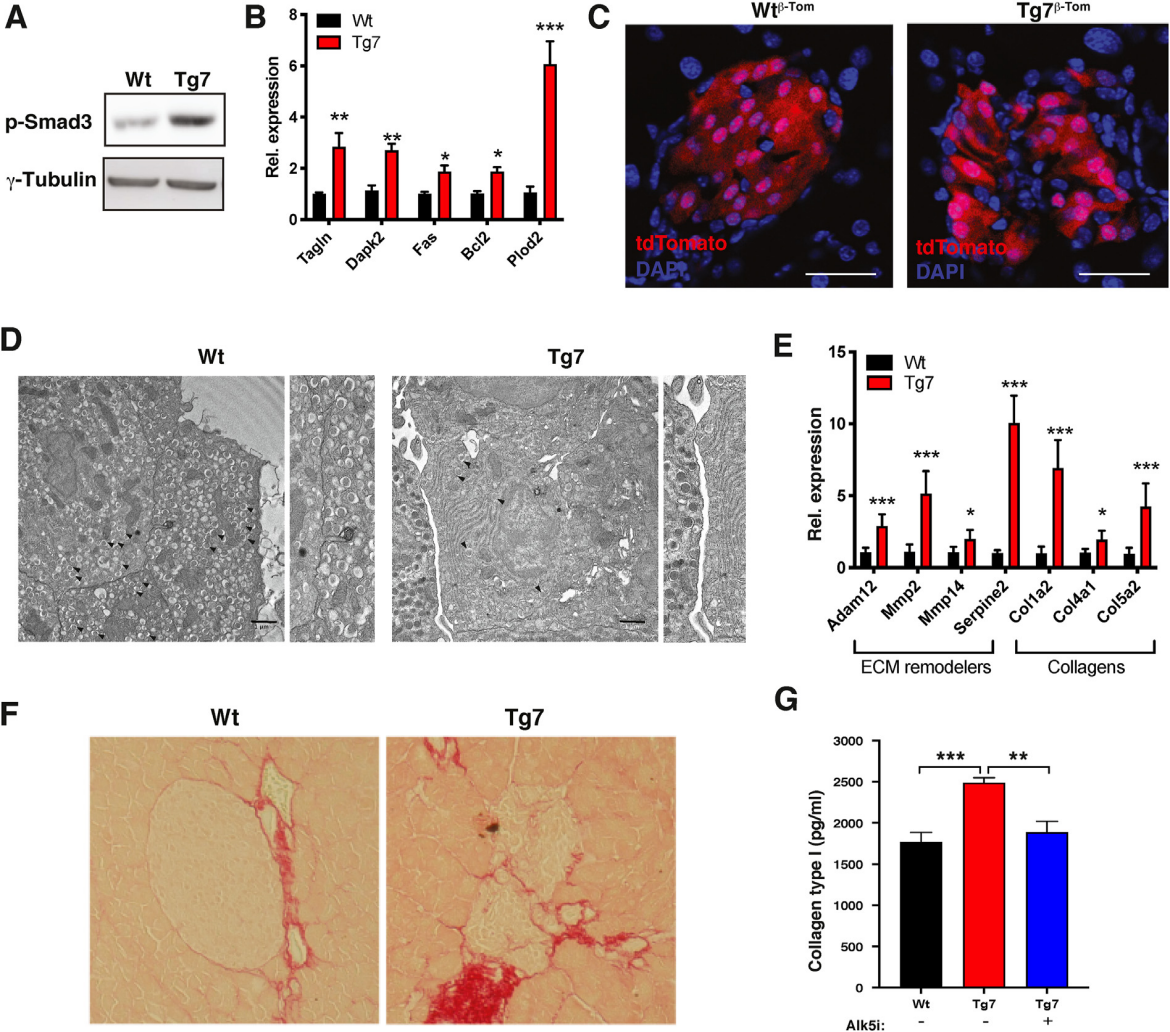
**Loss of β-cell identity is associated with alteration of islet microenvironment and TGFβ-dependent fibrosis**. (A) Western blotting for phospho-Ser423/425 and γ-tubulin in islets from 12w Tg7 mice. (B) mRNA levels for TGFβ target genes in islets from 12w Tg7 and Wt mice obtained by qPCR (n = 6). (C) Fluorescence microscopy on pancreatic sections from Wt^β−Tom^ and Tg7^β−Tom^ mice Red: *tdTomato* autofluorescence associated with β-cells. Scale bar: 40 μm. (D) Electron microscopy of 12w Wt and Tg7 islet preparations. Arrowhead indicates insulin granules. Arrows indicate the intercellular space between surrounding β-cells in Tg7 compared to control islets. Scale bar: 1 μm. Also shown is a zoom of the intercellular space between islet β-cells. (E) mRNA levels for ECM remodellers and collagen genes in islets from 12w Tg7 and Wt mice obtained by qPCR (n = 6). (F) Sirius red staining of pancreatic sections from 12w Tg7 mice and controls. (G) Collagen I content in islets from 12w Tg7 and Wt mice measured by ELISA. Islets from Tg7 mice were pre-treated with TGFβRI inhibitor Alk5i (1 uM) (n = 3–6). In panel G, one-way ANOVA with Sidak's multiple comparison test; otherwise, unpaired Student's t-test. Data are means ± SEM. ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001.

### 3.4 Single-cell RNA-seq reveals induction of EMT gene specifically in β-cells of Tg7 mice

To define the contribution of islet cells to this EMT process, we performed single-cell RNA sequencing (scRNA-seq) in islets from 12w Wt^β−Tom^ and Tg7^β−Tom^ mice. After removing potential doublet cells, coarse clustering of gene expression identified different groups of cells corresponding to insulin-, glucagon-, and somatostatin-producing β-, α-, and δ-cells, respectively, whereas *Cd68* and *Pecam1* mRNA expression identified small clusters of tissue-resident macrophage and endothelial cells, respectively (Figure 4A, B). We also found that a cluster appeared to co-express *Ins2* and *Gcg* or *Sst* (poly cluster), and its proportion increased by 3-fold in the Tg7 mice (Supplementary Table 5). As expected, we found that several β-cell-specific and epithelial markers were downregulated in β-cells of the mutant mice, which correlated with the upregulation of several EMT-related genes (Figure 4C, D). In fact, the dysregulation of EMT-related genes was essentially observed only in β-cells, with a modest change in other endocrine cell types (Supplementary Figure 4A). To validate these findings, we isolated *tdTomato*-labelled β-cells from the Wt^β−Tom^ and Tg7^β−Tom^ mice by FACS and analysed them by qPCR (Figure 4E, F). As expected, *tdTomato*^+^ β-cells from the Tg7 mice displayed decreased expression of epithelial-specific genes including *Ovol2* (Figure 4G and Supplementary Figure 4B), whereas mesenchymal genes such as *Zeb2* increased specifically in dedifferentiated *tdTomato*^+^ β-cells from the Tg7 mice (Figure 4H and Supplementary Figure 4C). From these analyses, we concluded that genes involved in EMT were induced specifically in dedifferentiated β-cells from Tg7 mice.

**Figure 4:**
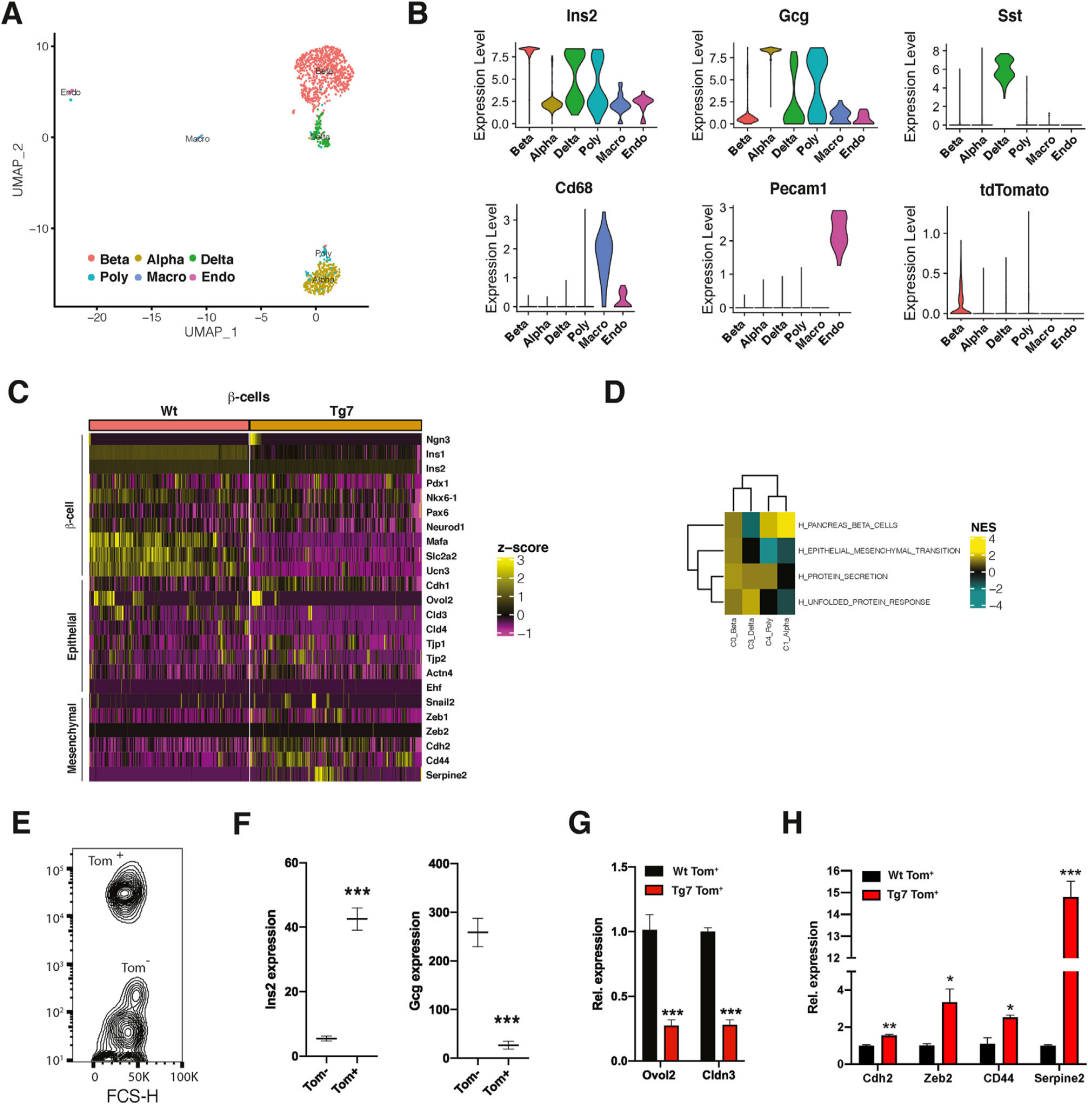
**scRNA-seq uncovers an EMT gene signature within β-cells of diabetic Tg7 mice**. (A) Uniform manifold approximation and projection (UMAP) visualisation of islets cells from 12w Wt and Tg7 mice as a merged dataset with each dot consisting of a single cell. (B) Expression patterns of endocrine cell markers *lns2*, *Gcg*, and *Sst* defining α-, β-, and δ-cells, respectively. Polyhormonal (Poly) cells are defined as cells displaying co-expressing *Ins2*, *Gcg*, and *Sst*. Macrophage (Macro) and endothelial (Endo) cells are defined by the expression of *Cd68* and *Peacam1*, respectively (C) Heatmap displaying differentially expressed genes in endocrine cell clusters from Wt and Tg7 mice. Magenta is low, black is intermediate, and yellow is high expression. (D) GSEA analysis of differentially expressed genes in endocrine islet cells of Tg7 mice. A selection of Hallmark gene sets is presented; FDR <0.25 (E) Contour plot of FACS-sorted *tdTomato*^+^ (Tom^+^) and *tdTomato*^*-*^ (Tom^−^) cells from dissociated islets of Wt^β−Tom^ mice (F) Expression of *Ins2* and *Gcg* in Tom^+^ and Tom^−^ cells analysed by qPCR. Data related to data presented in panel E. (G) Expression of epithelial and mesenchymal markers in Wt Tom^+^ and Tg7 Tom^+^ cells obtained by FACS analysed by qPCR (n = 3). Unpaired Student's t-test. Data are means ± SEM. ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001.

### 3.5 Cell-autonomous β-cell upregulation of EMT genes in response to elevated miR-7 levels

To investigate the molecular mechanism underlying induction of EMT signalling in dedifferentiated β-cells, we established an *in vitro* model based on the overexpression of miR-7 in MIN6 β-cells. As expected, infection of MIN6 cells with miR-7-encoding adenovirus triggered the dedifferentiation of MIN6 cells as revealed by the downregulation of β-cell-specific markers compared to Ad-control infected cells (Figure 5A–C). Moreover, Ad-miR-7-mediated β-cell dedifferentiation was associated with decreased expression of a subset of epithelial markers (Figure 5D) and increased expression of mesenchymal genes such as *Cdh2*, *Zeb2*, and *Serpine2* (Figure 5E). These observations revealed a cell-autonomous function of miR-7 in altering the identity of β-cells and inducing the expression of EMT-related genes.

**Figure 5:**
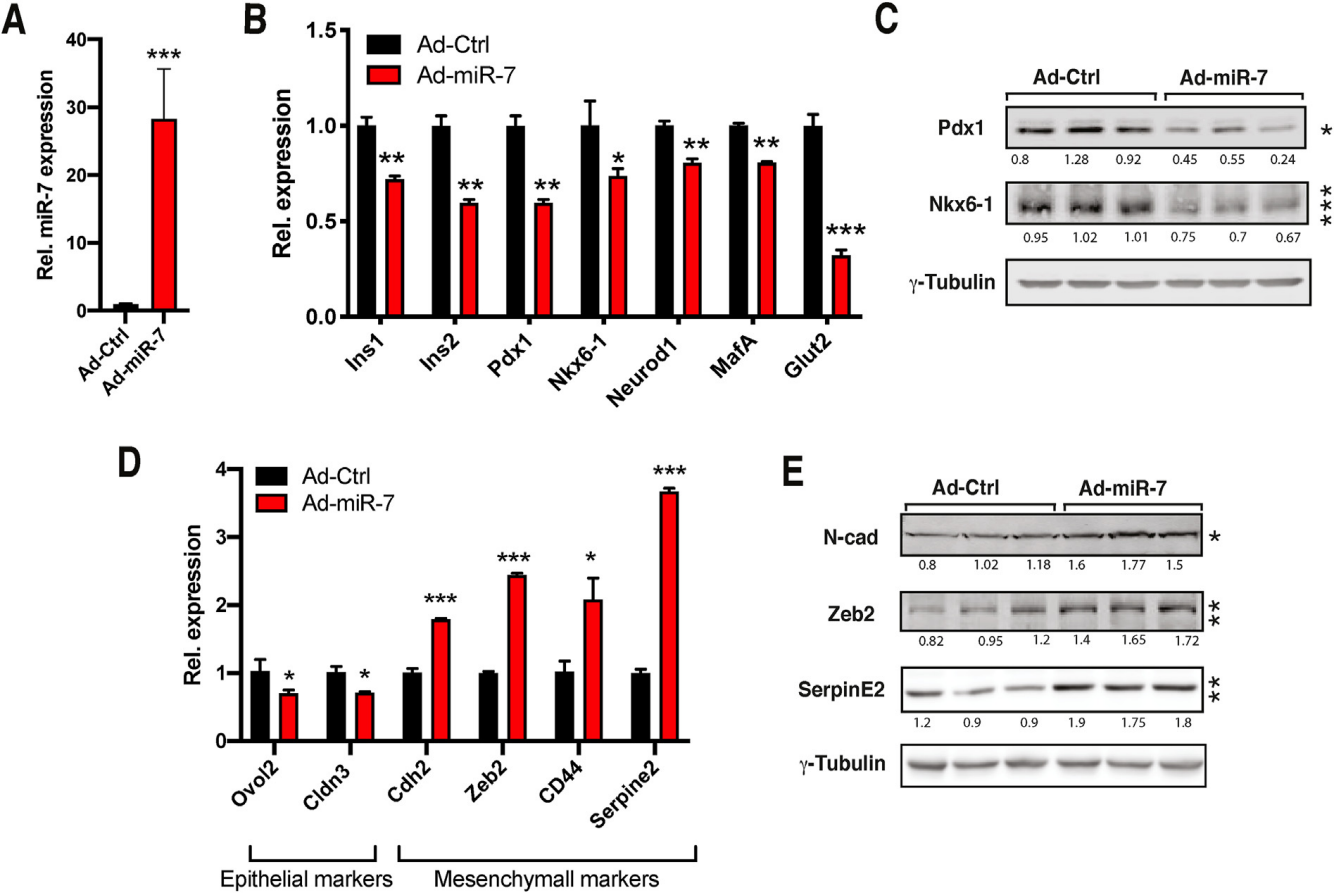
**miR-7 overexpression induces genes involved in EMT in MIN6 cells**. (A–B) Expression of miR-7 (A) and β-cell specific (B) genes in MIN6 cells infected with miR-7 (Ad-miR-7) or GFP (Ad-Ctrl) encoding adenovirus (n = 3). (C) Western blotting for β-TFs *Pdx1* and *Nkx6-1* and loading control γ-tubulin (n = 3). (D) mRNA levels of epithelial and mesenchymal markers in Ad-miR-7-infected MIN6 cells (n = 3) (E) Western blotting for indicated mesenchymal markers. Unpaired Student's t-test. Data are means ± SEM, ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001.

### 3.6 *Pdx1* controls *Ovol2* gene expression to repress *Zeb2* expression in β-cells

Because mature β-cells retain the expression of several epithelial markers, we hypothesised that β-TFs are required to maintain the epithelial gene programme within β-cells to prevent their reprogramming by EMT. To test this, we examined publicly available adult mouse islet ChIP-seq data sets for *Pdx1*, *Nkx6-1*, and *NeuroD1* [55,56]. This analysis revealed that these β-TFs were recruited to β-cell-specific loci and also bound regulatory elements found in a large number of epithelial-specific genes expressed in islet endocrine cells (Figure 6A and Supplementary Table 6). We estimated that *Pdx1*, *Nkx6-1*, and *NeuroD1* were recruited to 10.6 ± 1.5% of genes with a biological function specific to epithelial cells.

**Figure 6:**
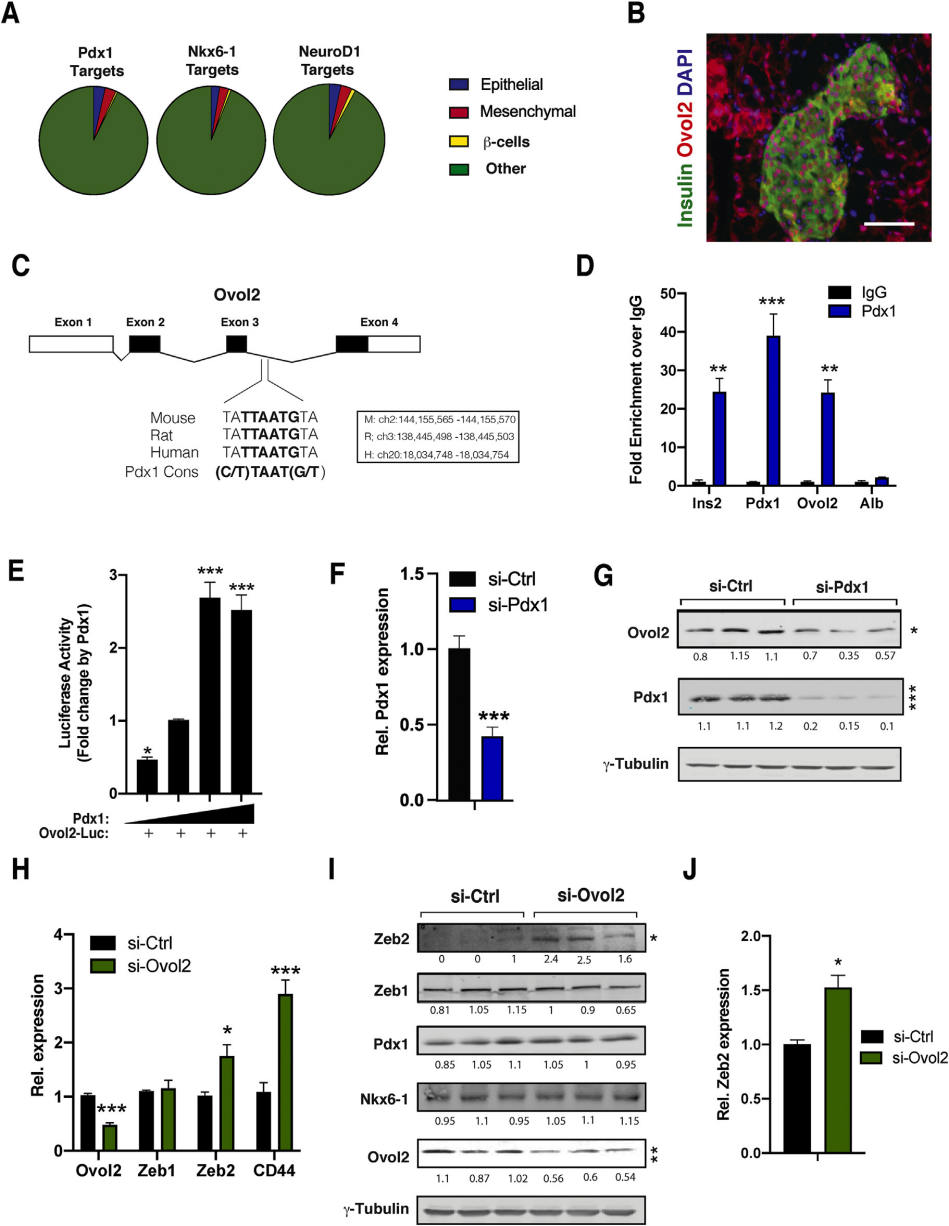
**β-TFs *Pdx1* stimulates *Ovol2* expression and triggers *Zeb2* downregulation in β-cells.** (A) Data mining of ChIP-seq data sets reveals β-TFs recruitment to epithelial and mesenchymal genes in adult mouse islets. ChIP data sets from Tenant et al., 2013 (B) Representative co-immunostaining of insulin (green) and *Ovol2* (red) in mouse pancreatic sections. Nuclei (blue) revealed by DAPI staining. Scale bar: 40 μm. (C) An evolutionarily conserved *Pdx1*-binding site located in *Ovol2* intron 3. (D) Recruitment of *Pdx1* to the *Ovol2* gene by CUT&Tag (n = 3). (E) Relative luciferase levels of a reporter construct harbouring the intronic region of *Ovol2* containing the *Pdx1* site in HEK293 cells co-transfected with *Pdx1* (100, 200, 400, and 800 ng) (n = 3). (F) *Pdx1* RNAi reduces *Ovol2* mRNA (n = 3). (G) Western blotting analysis of lysates from *Pdx1* RNAi in MIN6 cells. (H) Expression of indicated epithelial and mesenchymal genes in MIN6 depleted of *Ovol2* by RNAi (n = 3). (I) Western blotting analysis of lysates from MIN6 cells depleted of *Ovol2* by RNAi using antibodies against the indicated proteins. (J) Expression of *Zeb2* in EndoC-bH1 cells depleted of *Ovol2* by RNAi (n = 3). Unpaired Student's t-test. Data are means ± SEM. ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001.

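Pdx1 (ENSMUSG00000029644, chromosome 5, 148081535 to 148089584) fell from 196 ± 15.8 CPM in 2w Wt to 79.7 ± 11.7 in 2w Tg7 islets (SD, n = 3). Its log2 fold change of −1.30 (SE 0.21, adjusted p = 0.00149) was called with each library left out. At 12w it changed by −0.47 (SE 0.21, adjusted p = 0.117), from 126 ± 47.2 to 91.0 ± 7.20 CPM, and was called only without Wt 12w replicate 2 (−0.69). Of the 12w Wt libraries, replicate 4 had the highest Pdx1 level (178 CPM) and the lowest insulin share (14.8%). Without that library the change in Pdx1 was −0.13, and over the alternatives it ranged from −0.50 to −0.05. The difference between the ages was 0.82 (SE 0.29, adjusted p = 0.215). The fall was larger in Mafa (ENSMUSG00000047591, chromosome 15, 75577273 to 75578352), at −4.78 at 2w (SE 0.40, adjusted p = 1.02e-05) and −5.02 at 12w (SE 0.41, adjusted p = 2.41e-06). Mafa had 214 ± 34.8 CPM in 2w Wt, 7.79 ± 0.779 in 2w Tg7, 129 ± 72.1 in 12w Wt and 3.98 ± 0.529 in 12w Tg7 islets. Nkx6-1 (ENSMUSG00000035187, chromosome 5, 102087158 to 102094245) changed by −0.91 at 2w (SE 0.13, adjusted p = 5.03e-04) and by −0.37 at 12w (SE 0.12, adjusted p = 0.0448). The 12w call was lost without Wt 12w replicate 1 (−0.30) and without Tg7 12w replicate 1 (−0.35), 2 (−0.39) or 3 (−0.35). Nor was it called without Wt 2w replicate 2 (−0.37) or 3 (−0.37) and without Tg7 2w replicate 1 (−0.35), 2 (−0.37) or 3 (−0.35). It was also lost with each age alone in DESeq2 (−0.39) and edgeR (−0.40), upper-quartile factors (−0.28), no filter (−0.36) and the replicate block (−0.36), and with library size alone the sign changed (0.09). Shrunken DESeq2 estimates for each age alone, chosen like the GC and length offsets after the data were seen, did not call it either (−0.38). Neurod1 (ENSMUSG00000034701, chromosome 2, 79292678 to 79296908) changed by −0.43 at 2w (SE 0.13, adjusted p = 0.0531) and by −0.74 at 12w (SE 0.13, adjusted p = 0.00121), the latter not called with library size alone (−0.28). At 2w it was called with DESeq2 on all libraries (−0.42) or each age alone (−0.43), with edgeR on each age alone (−0.42), with the block (−0.43) and without Wt 12w replicate 1 (−0.43), 2 (−0.43) or 4 (−0.43). The added offsets (−0.42) and shrunken estimates (−0.42) also called it. Rfx6 (ENSMUSG00000019900) rose by 0.72 at 12w (SE 0.17, adjusted p = 0.00728). Gata6 (ENSMUSG00000005836) rose by 0.52 (SE 0.16, adjusted p = 0.0275). The Gata6 call was lost with each age alone in DESeq2 (0.50) and edgeR (0.49), and without Wt 12w replicate 1 (0.50) or 2 (0.40) or Tg7 12w replicate 1 (0.54) or 2 (0.45). It was also lost with the added offsets (0.40) and shrunken estimates (0.47). Neither Pax6 (ENSMUSG00000027168, −0.28 at 2w, −0.08 at 12w) nor Nkx2-2 (ENSMUSG00000027434, −0.20 and 0.02) was called, except Pax6 at 2w with DESeq2 on each age alone (−0.29, shrunken −0.28) and without Wt 12w replicate 4 (−0.29). At 12w, library size alone raised them to 0.38 and 0.48 and called both, upper-quartile factors turned Pax6 to 0.00, edgeR on each age alone turned Nkx2-2 to −0.00, and the added offsets gave 0.12 for Pax6 and −0.08 for Nkx2-2. Pax4 (ENSMUSG00000029706) had 3 counts in 2w Wt, 8 in 2w Tg7 and none in 12w islets and was not tested.

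**Figure D4:**
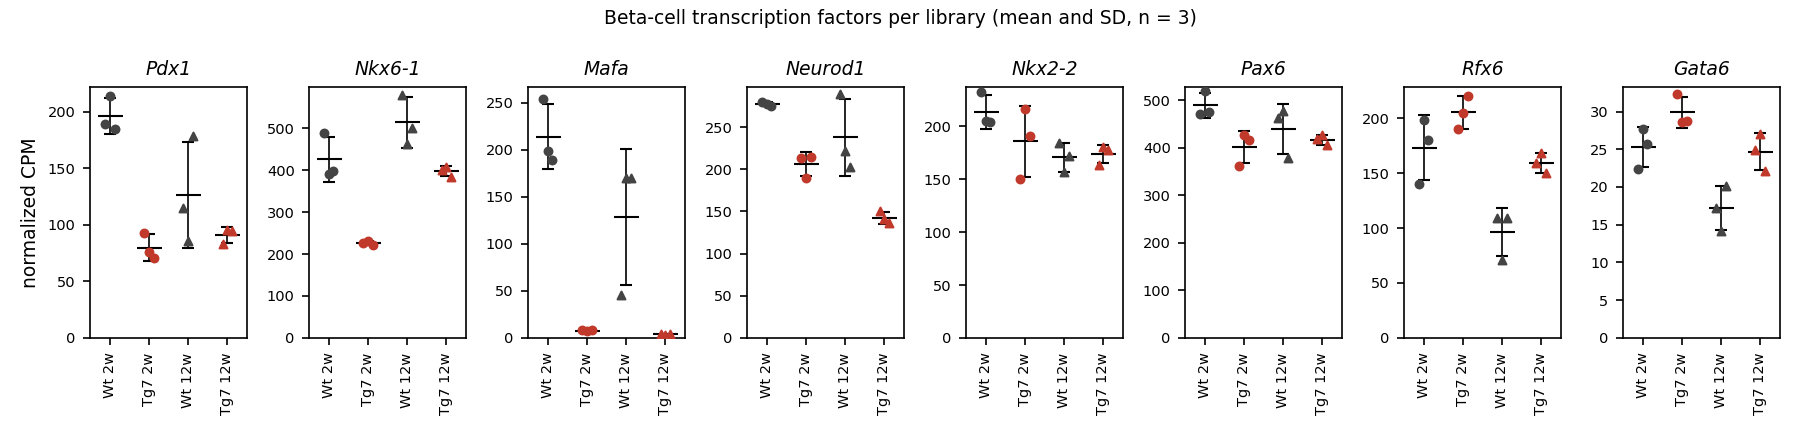
CPM of 8 β-TFs in each library, circles for 2w and triangles for 12w, grey for Wt and red for Tg7 islets, with mean and SD of each group. Mafa lies at 3.98 in 12w Tg7 islets against 129 in Wt, and Pdx1 at 91.0 against 126.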

Given that *Pdx1* is the most downregulated β-TFs in Tg7 islets, we investigated its role in modulating epithelial and mesenchymal gene expression signalling in dedifferentiated β-cells. 

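Ovol2 (ENSMUSG00000037279) lies on the minus strand of chromosome 2, from 144130911 to 144157882. Its 3 libraries together held 600 counts in 2w Wt, 7 in 2w Tg7, 258 in 12w Wt and 46 in 12w Tg7 islets. At 2w the level fell from 12.4 ± 1.91 CPM in Wt to 0.126 ± 0.0777 in Tg7 islets (SD, n = 3), a log2 fold change of −6.50 (SE 0.65, adjusted p = 3.81e-05). At 12w it fell from 7.55 ± 2.24 to 0.867 ± 0.770 CPM, a log2 fold change of −3.11 (SE 0.52, adjusted p = 7.09e-04). Both calls held in every alternative, where the change ranged from −6.59 to −4.45 at 2w and from −3.55 to −2.33 at 12w. They also held with each library left out, between −7.06 and −6.25 at 2w and between −4.02 and −2.61 at 12w. The difference between the ages of 3.39 (SE 0.86, adjusted p = 0.0784) was called with DESeq2 on all libraries (3.46), library size alone (3.68) and no filter (3.42), and without Tg7 12w replicate 2 (3.89).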

Among epithelial-specific genes downregulated in dedifferentiated β-cells of Tg7 and *db/db* islets was *Ovol2*, a fundamental regulator of epithelial cell differentiation and plasticity in several organs [[57], [58], [59]]. *Ovol2* encodes a transcriptional repressor preserving epithelial cell identity by suppressing a wide array of EMT genes [57,58]. However, its role in pancreatic β-cells remains completely unknown. Immunostaining on mouse pancreas sections revealed that *Ovol2* was expressed in β-cells (Figure 6B). Interestingly, we identified an evolutionarily conserved *Pdx1*-binding site (C/T)TAAT(G/T) within intron 3 of the *Ovol2* locus (Figure 6C), suggestive of a functional interaction between *Pdx1* and the *Ovol2* gene in β-cells. Using CUT&Tag, an assay enabling the identification of transcription factor target genes in unfixed cells [49], we determined whether *Pdx1* is directly recruited to this intronic sequence within the *Ovol2* gene. Our results indicated that *Pdx1* binds to its binding site on the *Ovol2* locus as well as to previously reported regulatory elements in the *Ins2* gene and its own promoter (Figure 6D). Furthermore, the overexpression of *Pdx1* resulted in a dose-dependent increase in the activity of a luciferase reporter bearing that specific *Ovol2* intronic regulatory sequence (Figure 6E). RNA interference (RNAi)-mediated inactivation of *Pdx1* resulted in a 50% decrease in *Ovol2* expression (Figure 6G, H), indicating that *Pdx1* is recruited to the *Ovol2* gene and stimulates its transcription in cells.

To test whether decreased *Ovol2* expression causes induction of EMT genes in β-cells, we depleted *Ovol2* expression using RNAi in MIN6 cells. Our results revealed increased *Zeb2* and *Cd4*4 mRNA levels in *Ovol2*-depleted MIN6 (Figure 6H, I), whereas the expression of epithelial-specific genes remained essentially unchanged (Supplementary Figure 5C, D). Importantly, the depletion of *Ovol2* in the human β-cell line EndoC-bH1 also resulted in *Zeb2* induction (Figure 6J). Conversely, we did not measure any change in the expression of any β-cell-specific genes following *Ovol2* inactivation in both MIN6 and EndoC-bH1 cells (Supplementary Figure 5A–C), indicating that impaired epithelial gene expression is insufficient to trigger β-cell dedifferentiation in diabetes. In light of the direct recruitment of *Ovol2* to the *Zeb2* gene in different cell types [57,58], our results suggested that *Ovol2* is required to transcriptionally suppress *Zeb2* expression in mature β-cells and prevent their mesenchymal reprogramming.

### 3.7 EMT genes are upregulated in islets of individuals with T2D

We determined the pathological significance of the *Pdx1/Ovol2/Zeb2* axis in T2D subjects by analysing a recently published RNA-seq dataset generated from islets isolated from 58 healthy and 28 T2D subjects [43]. As expected, we found an overrepresentation of genes associated with β-cell function (*Pdx1*, *Nkx6-1*, *Pax4*, and *Slc2a2*) that was significantly downregulated in T2D individuals compared to healthy subjects (Figure 7A,C), suggestive of compromised β-cell identity. Interestingly, this correlated with an upregulation of genes associated with EMT signalling (Figure 7B). Although we did not observe changes in *Ovol2*, we found significantly higher *Zeb2* expression in T2D (Figure 7C, D), largely corroborating our *in vivo* and *in vitro* findings. The fact that *Ovol2* expression was unaffected suggested that genetic diversity and/or medication may have normalised *Ovol2* expression in these T2D patients. Nevertheless, our study highlighted how alteration of β-cell identity impacts the islet microenvironment by modulating genes associated with EMT and fibrosis (Figure 7E)

**Figure 7:**
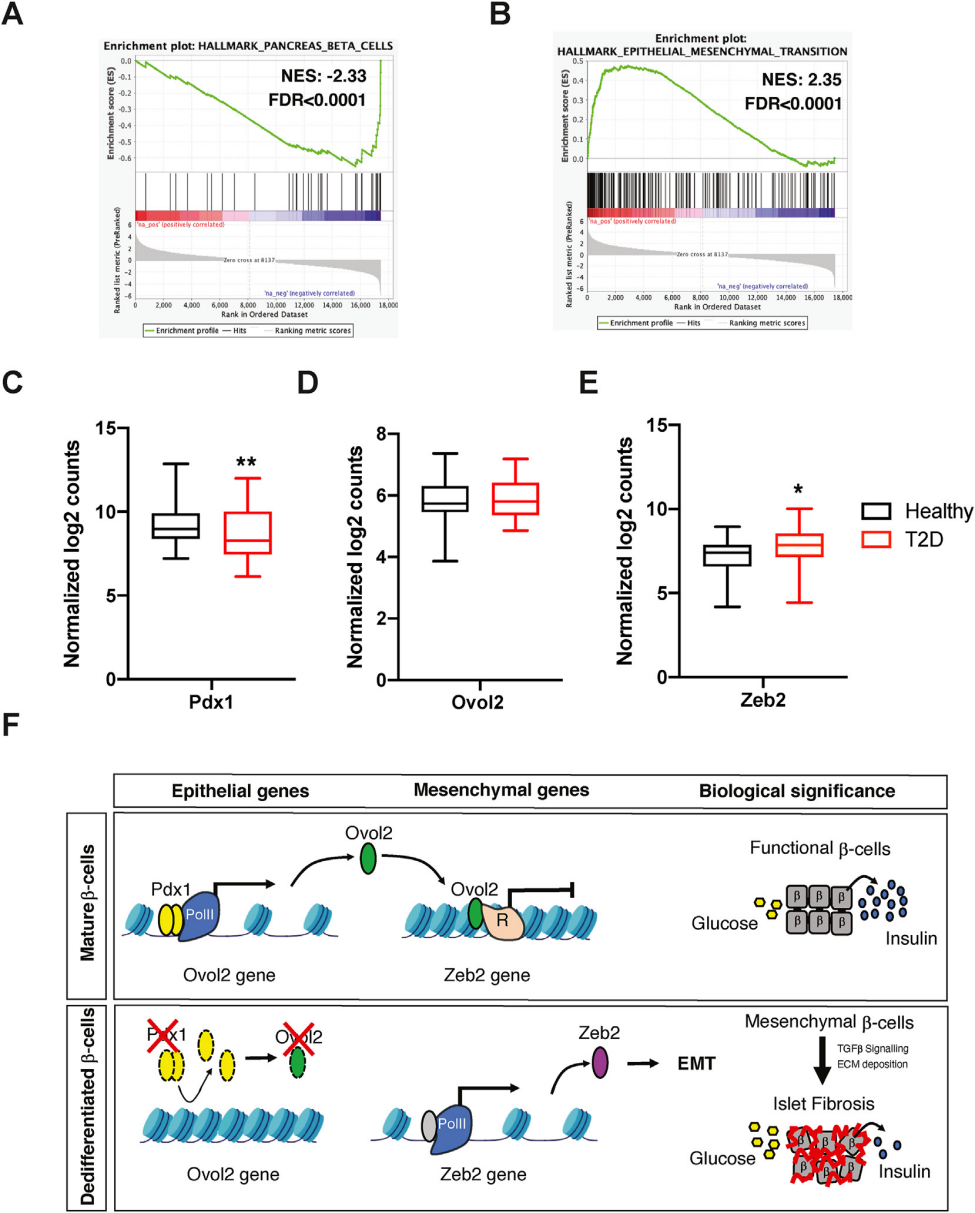
**Significance of the *Pdx1*/*Ovol2*/*Zeb2* axis in islets of individuals with T2D**. (A–B) Enrichment plot of the pancreatic beta cells (A) and epithelial to mesenchymal transition (B) hallmark genes in islets from T2D subjects. (C–E) Expression of *Pdx1* (C), *Ovol2* (D), and *Zeb2* (E) in T2D and healthy subjects. (F) Proposed model: The differentiation state of mature β-cells is defined by the activity of β-TFs such as *Pdx1*, which transactivates genes maintaining β-cell identity and function. In the current study, we show that *Pdx1* preserves the identity of β-cells by stimulating the expression of a subset of epithelial-specific genes suppressing EMT-related genes (*Ovol2*), thereby preventing mesenchymal reprogramming of β-cells. Downregulation of *Pdx1* expression in dedifferentiated β-cells decreases its occupancy on β-cell-specific and epithelial genes, thereby leading to the induction of EMT genes (*Zeb2*) and islet fibrosis.

## 4 Discussion

Changes in the integrity of epithelial cells trigger their reprogramming into mesenchymal cells through the induction of EMT [60]. Conversely, EMT signalling is also activated following the dedifferentiation of non-epithelial cells and correlates with augmented progenitor and stem cell-like properties [61]. Previous research indicated that pancreatic β-cells from patients with T2D are labelled with mesenchymal markers [28], but the pathological significance and underlying mechanisms remain to be elucidated. Herein, we report that EMT signalling is prompted following β-cell dedifferentiation. Using mice overexpressing miR-7 as a model of β-cell dedifferentiation, we found that genes associated with EMT signalling were already upregulated in dedifferentiated β-cells from prediabetic mice, suggesting that EMT represents a cell-autonomous effect caused by loss of β-cell identity rather than a secondary effect of hyperglycaemia. However, EMT gene expression appeared to be somewhat augmented in the 12w Tg7 islets, suggesting that hyperglycaemia and/or other circulating factors may potentiate EMT signalling in diabetes. This EMT programme correlates with a weakening of islet cell:cell interactions, remodelling the ECM and fibrosis, a process reminiscent of a dysregulated response to tissue injury [62]. At the molecular level, we revealed that loss of β-cell identity linked to loss of β-cell TF expression resulted in decreased expression of epithelial-specific genes and a corresponding increase in the expression of genes involved in EMT, TGFβ signalling, and collagen deposition. We could ascertain that EMT is an intrinsic feature of islets from *db/db* mice and T2D subjects, underscoring the pathological relevance of EMT in diabetes.

While many β-TFs are required to maintain β-cell identity by transactivating genes involved in glucose transport, signalling, metabolism, and membrane potential underlying GSIS, we demonstrated herein that β-TFs control an epithelial gene programme preventing the mesenchymal reprogramming of β-cells. We provide evidence that β-TFs *Pdx1* transactivates *Ovol2,* encoding an epithelial-specific regulator and suppressor of EMT. Loss of *Pdx1* decreases *Ovol2* levels and consequently triggers mesenchymal reprogramming of β-cells through the de-repression of EMT-TF *Zeb2*. These observations agree with reports indicating that loss of *Ovol2* expression is sufficient to trigger EMT reprogramming [[63], [64], [65]] and that *Zeb2* causes mesenchymal reprogramming of different types of cells and contributes to organ fibrosis [66,67]. Furthermore, other β-TFs such as NKX6-1 and NEUROD1 are also recruited to the *Ovol2* loci in mouse islets [56]. Interestingly, ChIP experiments revealed that β-TFs also bind multiple genes encoding key regulators in mesenchymal cell lineages [68,69]. This raises the possibility that direct transcriptional repression of EMT genes by β-TFs also contributes to locking the identity of mature β-cells. Importantly, we observed that the depletion of *Ovol2* in MIN6 and EndoC-bH1 does not alter the expression β- of β-TFs or any other genes preserving the functional identity of β-cells, indicating that dysregulation of the epithelial gene programme within β-cells does not contribute to their dedifferentiation in diabetes. Our research showed a high-ordered regulatory pathway whereby changes in the expression of EMT genes in β-cells occur secondary to β-cell dedifferentiation in diabetes.

Among the repertoire of β-cell regulators controlling insulin gene transcription and GSIS, only *Pax6* and *Gata6* transcripts possess miR-7 binding sites in their 3-UTR. 

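Matches to the miR-7 seed were searched in the annotated 3′ UTRs of the β-TFs on mm9. The search used the 8-base site GTCTTCCA and its 7-base forms GTCTTCC (bases 2 to 8 of the miRNA) and TCTTCCA (with an A opposite base 1). The 3′ UTR of Pax6 (6805 bases) held GTCTTCC at chromosome 2, 105537167 to 105537173 and 105542256 to 105542262. In Gata6 (1153 bases) TCTTCCA lay at chromosome 18, 11085107 to 11085113. Pdx1, with 3183 bases, held the 8-base site at chromosome 5, 148088695 to 148088702. It also held TCTTCCA at 148086832 to 148086838 and at 148088064 to 148088070. No match was found in Nkx6-1 (1278 bases), Nkx2-2 (912), Rfx6 (623), Neurod1 (1443) or Pax4 (44). Mafa has no annotated 3′ UTR and was not searched. A seed match alone does not show that the miRNA binds.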

We and others have demonstrated that miR-7 binds and represses the expression of *Pax6* [24,25,70] and *Gata6* in β-cells [22]. Genetic deletion of either *Pax6* or *Gata6* results in hyperglycaemia and decreases the expression of several β-TFs and regulators of GSIS [14,15,71]. These observations indicate that miR-7-mediated dedifferentiation is in part elicited by the downregulation of *Pax6* and *Gata6* expression in diabetes. Interestingly, *Pax6* and *Gata6* bind to highly conserved sequences within enhancer elements found upstream of the *Pdx1* gene [15,[71], [72], [73], [74]]. Hence, this strongly suggests that the repression of *Pax6* and *Gata6* by miR-7 impedes the transactivation of the *Pdx1* gene and prevents activation of *Ovol2* transcription, thereby inducing EMT-related gene expression in dedifferentiated β-cells.

Although there is compelling evidence for EMT in regulating organ fibrosis and cancer, EMT also plays a fundamental role in wound healing, tissue repair, and regeneration [26]. In many of these latter cases, TGFβ signalling triggers an EMT process promoting recruitment of inflammatory cells that modulate cell:cell interactions, motility, and ECM deposition, but also impacts local angiogenesis, allowing sufficient nutrients and oxygen to support tissue repair [75]. Although islets from the Tg7 mice showed enlargement of the intercellular space between cells as revealed by a loss of islet cell:cell contacts, our initial analyses did not reveal any dissemination of *tdTomato*^+^ dedifferentiated β-cells into the exocrine pancreas or any other organs (data not shown). This suggests changes in islet cell:cell contacts do not provide any migratory advantages to β-cells as seen in cancer and metastasis. However, given that the dissociation of mouse and human islets is known to induce EMT *in vitro* [76], β-cell dedifferentiation may weaken islet cell:cell contacts and contribute in part to the mesenchymal reprogramming of β-cells. Interestingly, islets from diabetic subjects present increased vasculature density caused by the dilation of pre-existing islet blood vessels, which is thought to enable the adaptation of pancreatic islets to insulin requirements [77,78]. Our results revealed a strong correlation between EMT and the induction of genes regulating vasculature plasticity in both the normoglycemic and diabetic Tg7 mice, thus suggesting that blood vessel thickening may be modulated by vasoregulatory factors secreted in a paracrine manner by mesenchymally reprogrammed β-cells. One candidate factor that could influence both vasculature plasticity and remodelling of the ECM is *Serpine2*, which was previously reported to regulate coagulation and angiogenesis [79,80], and TGFβ-induced ECM deposition and fibrosis [[81], [82], [83]]. Given that no significant changes in the proportions of islet myofibroblastic stellate cells were observed in our Tg7 sc-RNA-seq dataset, this suggests an active role of dedifferentiated β-cells in regulating islet vasculature remodelling, ECM deposition, and islet fibrosis.

Genetic lineage studies in the pancreas indicated that reprogramming of the β-cell identity in response to metabolic stress appears to underlie a pathological and maladaptive mechanism in diabetes rather than a regeneration process leading to recovery of β-cell mass. Therefore, it is thus possible that the mesenchymal reprogramming of β-cells we report herein may increase islet cell plasticity and promote β-cell conversion into other cell endocrine types. Intriguingly, it has been shown that both *Ovol2* and *Zeb2* modulate cellular plasticity by fine-tuning the hybrid epithelial/mesenchymal states of *Cd44*^+^ cancer cells [84,85]. However, given that EMT is a multistage process [84,[86], [87], [88]], it is also possible that this EMT process represents a snapshot of a long-term regenerative process aimed at restoring β-cell mass. Indeed, in extreme diabetic mouse models of β-cell depletion, regeneration of insulin-producing cells is controlled by TGFβ signalling [89], whereas acute β-cell depletion by streptozotocin triggers the repopulation of β-cell mass from a rare population of VIM^+^/MAFB^+^ cells [90]. Further research is required to understand the extent to which EMT signalling affects the plasticity and regeneration of β-cells and other islet cell types.

In summary, our study shows that β-cell dedifferentiation induced by miR-7 triggers the expression of genes associated with EMT and a chronic response to tissue injury. In light of the reversibility of EMT, our research suggests that medical intervention fostering the epithelial phenotype of β-cells and/or preventing their mesenchymal reprogramming may be used to improve glycaemic controls in diabetes.

## Author contribution

D.S. de J., T.M., Y.v.O., Y.B., P.C., and M.L. designed all of the experiments. D.S. de J, T.M., Y.v.O., Y.B., P.E., P.C., A.T., and M.L. performed the experiments. D.S. de J., T.M., Y.v.O., Y.F.W., Y.B., E.K., P.E., P.C., W.D., V.S., and M.L. analysed the data. M.S. provided the Tg7 mouse line. P.M., A.M.J.S., and G.A.R. coordinated the procurement and culture of human islet samples. D.S. de J., T.M., Y.v.O., P.C., and M.L. prepared figures. G.A.R wrote part of the manuscript. M.L. directed the study and wrote the manuscript. All the authors read and approved the final version of the manuscript.

## Figures and Tables

**figs1:**
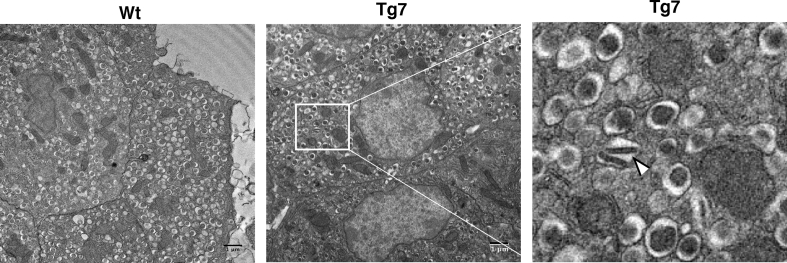

**figs2:**
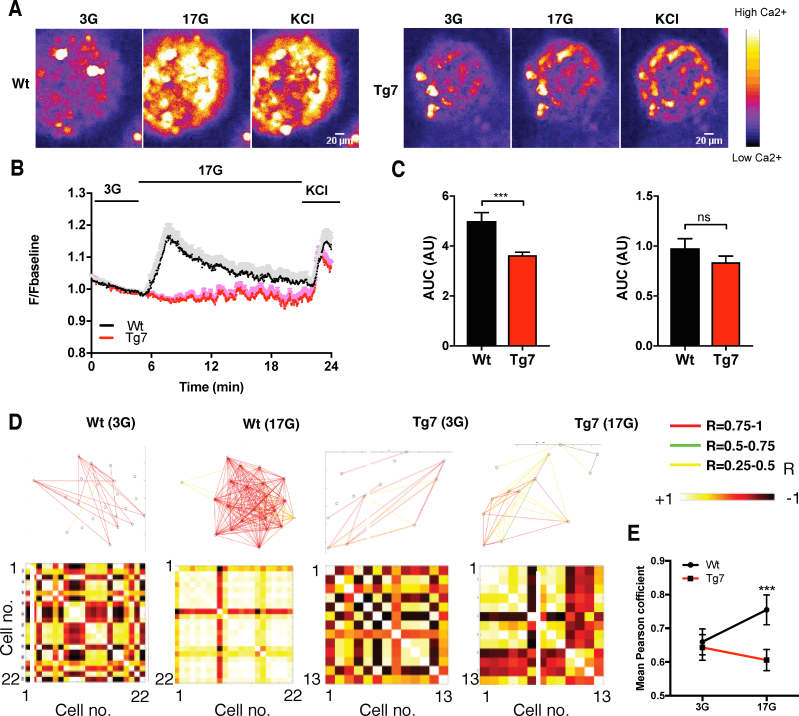

**figs3:**
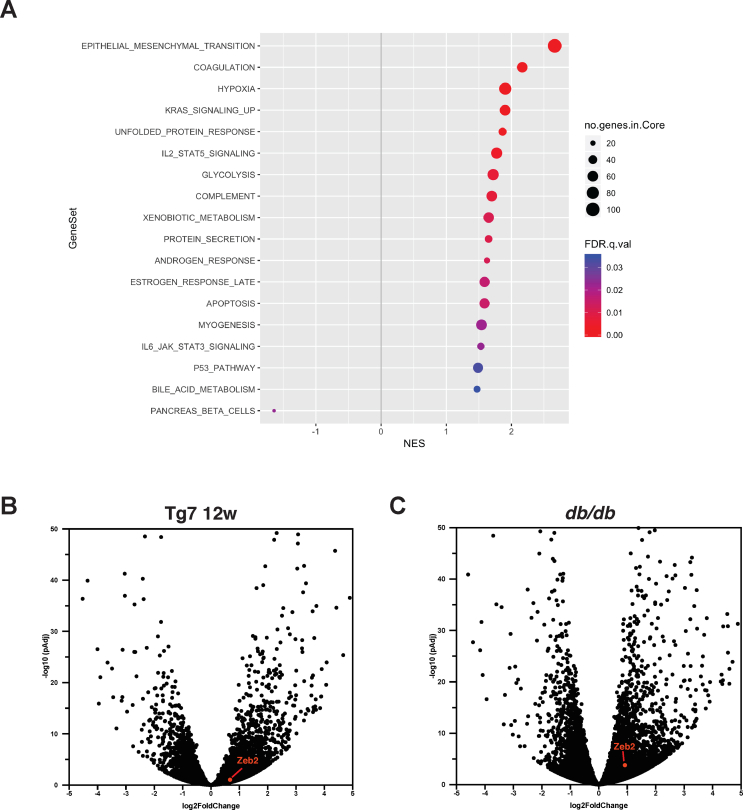

**figs4:**
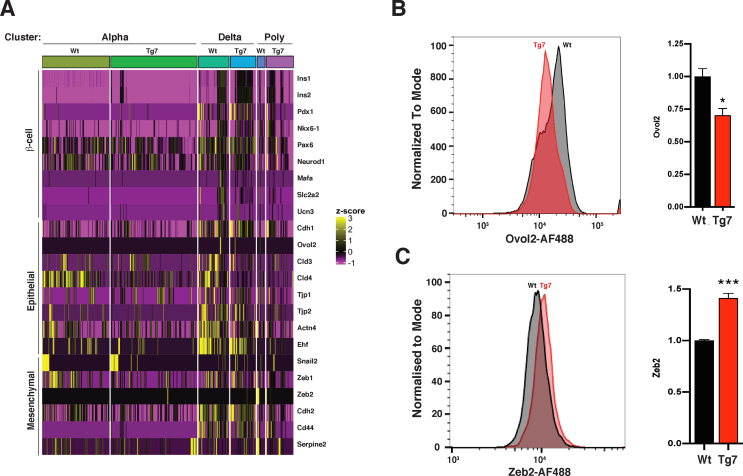

**figs5:**
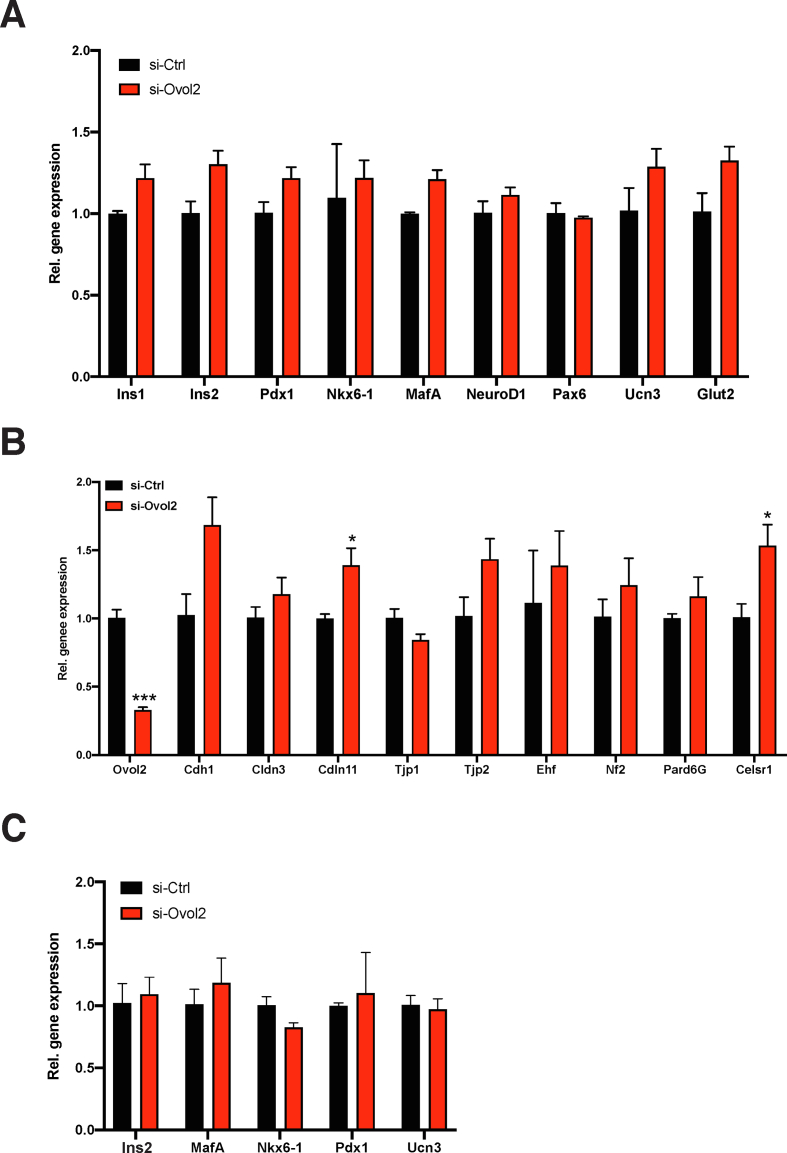

How the deposited data were processed for this re-analysis (not part of the article)

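The libraries were made with the NEB Ultra II kit and sequenced as paired-end reads on a HiSeq2500. According to the paper, bases were called with CASAVA, reads trimmed with Trimmomatic, aligned to mm9 with TopHat2 2.0.11 and counted with featureCounts; the sample records name bcl2fastq 2.20.0 for base calling. The versions of featureCounts and the strand setting are not given in the sources used here. The analysis started from the authors' raw counts per Ensembl gene for 12 libraries, with total counts between 11610697 and 17515758, and used every column. The groups were Wt and Tg7 islets at 2w and at 12w with 3 libraries each; the 12w Wt libraries are numbered 1, 2 and 4. Libraries with the same number were not treated as pairs: the correlation of same-number Tg7 and Wt residuals was −0.0214, −0.167 and −0.0343 at 2w, and −0.0894 and −0.0112 at 12w.

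Genes were kept with filterByExpr (minimum count 10, minimum total 15), which left 15961 of 37991 genes. Of the 22337 protein-coding genes, 4133 had no count in any library. Counts were scaled with TMM factors and fitted in edgeR with glmQLFit and glmQLFTest as group means in 1 model, without a block; the common biological coefficient of variation was 0.212. Contrasts were Tg7 minus Wt at each age and the difference of the 2 contrasts, with Benjamini-Hochberg adjustment and a threshold of 0.05. All adjusted p values of genes come from edgeR's quasi-likelihood test, and those of gene lists from fgsea with Benjamini-Hochberg adjustment over 15 tests, unless another tool is named. Standard errors are the log2 fold change divided by the square root of F. Log2 CPM used a prior count of 2. A gene without a count in 1 group has a lower bound on its fold, from a floor of 3 counts over the group; genes with 1 to 3 counts in a group have a ratio with an exact 95% counting interval. Enrichment used fgsea (minimum list size 5, seed 11) on the signed square root of F, and camera with a preset correlation of 0.01 or an estimated one. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with matplotlib 3.10.9.

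The gene lists were the mesenchymal and epithelial lists supplied with Supplementary Table 3 (taken to be those that the methods place in Supplementary Table 6), hand-written lists for the UPR, the secretory pathway and β-cell identity, and all collagen genes. Marker lists covered acinar, ductal, endothelial, macrophage, T and NK lymphocyte, B lymphocyte, stellate and fibroblast, Schwann, mesothelial, alpha, delta, PP and epsilon, hepatocyte, adipocyte and erythroid cells, proliferation, X inactivation, Y chromosome and the miR-7 host loci. These lists, the tests of genes and lists, the grouping and the alternatives below were fixed before the data were examined, apart from the choices named next. The tests of explanations were set up later, and those of the β-cell share, stellate cells, the change with age, clock genes and sex-linked genes only after their result was seen. The lymph node list, the clock lists (output phase and opposite phase), the Reactome TGFβ set, the GC and length offsets, the fit without the 20 most abundant genes and DESeq2 with shrunken fold changes were chosen afterwards. The alternatives were DESeq2 on all 12 libraries, DESeq2 and edgeR on each age alone, library size alone, upper-quartile factors, no filter (total of at least 1), a stricter filter (50 counts in 3 libraries) and replicate number as a block. At 12w Wt replicate 4 and Tg7 replicate 3 have no partner of their number. The block therefore takes its 12w effects from replicates 1 and 2 only. Further ones were a test against a 1.2-fold change, both camera settings, Reactome sets in place of the hand-written lists, and lists without the genes of Supplementary Table 3. The last were the mesenchymal list without cell type markers (stellate and fibroblast, endothelial and macrophage only), and each library left out in turn. With a library left out, the group of 2 is assumed to vary like the others; ranges over libraries left out use those of the result's own age, and all 12 for results across ages. GC and length offsets were loess fits per library (span 0.4) on 14648 protein-coding genes.

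Named genes were every gene that the paper names for islet expression and, at each age, the 5 highest and 5 lowest log2 fold changes among differentially expressed genes whose Tg7 libraries all lay on 1 side of all Wt libraries; the paper's own values for its genes had been seen. The miR-7 sites were searched in the annotated 3′ UTRs of mm9 with the seed of miR-7a-5p (TGGAAGACTAGTGATTTTGTTGT). On simulated counts with 100 planted genes for each fold and age, edgeR found 50% of 2-fold and 81% of 4-fold changes at 2w and 54% and 80% at 12w. Of its calls, 2.96% at 2w and 4.96% at 12w were false. DESeq2 found 64% and 85%, and 66% and 83%, with 20.3% and 13.9% of its calls false. Far fewer genes were planted than were called in the data, so these shares of false calls do not carry over to the data. Of 400 planted differences between ages 212 were found, with 16 false calls. Left out were the paper's qPCR, Western blots, single-cell, ChIP, db/db and human data and its Hallmark gene sets. The results of 2 of the named genes are not reported here; the model, the counts of differentially expressed genes and the gene lists include them.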

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

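Of the tests named here, the change with age within each genotype and the GC and length offsets were chosen only after the result was seen.

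The Tg7 effect at 12w minus that at 2w was past the threshold for 9 of the named genes: Cldn4 (−1.10), Ehf (−1.35), Serpine2 (1.58), Col1a2 (1.49), Col4a1 (1.03), Col5a2 (2.06), Pecam1 (0.91), Tmem215 (−3.63) and Moxd1 (6.76, a fitted value and no bound, since Moxd1 had 1 count in 12w Wt islets). With 1 library left out, Col5a2 and Tmem215 were called in all 12 fits. Moxd1 was lost without Wt 2w replicate 1 (5.97) or 3 (6.74), Wt 12w replicate 1 (6.45) or Tg7 12w replicate 1 (6.41). Serpine2 was lost without Wt 2w replicate 1 (1.45) or 2 (1.59), Tg7 2w replicate 3 (1.58) or Tg7 12w replicate 1 (1.40) or 3 (1.58). Col1a2 was lost without Wt 2w replicate 1 (1.31) or 2 (1.52), Tg7 2w replicate 2 (1.40) or 3 (1.46), Wt 12w replicate 1 (1.45) or Tg7 12w replicate 1 (1.47), 2 (1.55) or 3 (1.49). Cldn4 stayed called only without Tg7 2w replicate 3 (−1.16) or Wt 12w replicate 1 (−1.29) or 4 (−1.06), and Ehf only without Wt 12w replicate 2 (−1.55) or 4 (−1.28). Col4a1 stayed called only without Tg7 2w replicate 1 (1.13) or Wt 12w replicate 4 (1.23), and Pecam1 only without Wt 12w replicate 4 (1.00). Without any other library these 4 calls were lost, at −1.18 to −0.94, −1.42 to −1.22, 0.87 to 1.12 and 0.77 to 1.00. The calls of Cldn4 and Ehf were also lost with library size alone (−0.83 and −1.06) and the replicate block (−0.98 and −1.18), and that of Moxd1 with the block (8.98). Library size alone raised the difference of all genes by a median of 0.27, so it moved the positive differences further up and does not test them. Tmem215, with a negative one, kept its call with it (−3.38), which argues against scaling as the source of its difference. With the libraries regrouped within each age, 10 of 100 splits gave at least 188 genes, and the highest other count was 1306. Counts and NES of other splits are the larger of those for the difference and for the sum of the effects at both ages. The real grouping has those of the difference alone, so these shares of splits are upper limits. The 9 other splits with as many genes all kept the real grouping at 12w and none kept it at 2w. In the 81 splits that kept neither the highest count was 0, so these counts point to the structure that the 12w genotype difference gives the samples. The 9 splits carry that difference themselves, so the 10 of 100 does not decide whether chance can be excluded for the 188 genes.

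The collagen genes among these fell with age in Wt islets and less in Tg7 islets: from 2w to 12w Col5a2 changed by −3.07 in Wt and −1.02 in Tg7 islets, Col1a2 by −2.13 and −0.63, and Col4a1 by −2.85 and −1.81. Serpine2 changed by −1.57 in Wt and 0.02 in Tg7 islets, and Pecam1 by −1.33 and −0.42. Over all 32 collagen genes the median change with age was −1.97 in Wt islets and −0.78 in Tg7 islets. Cldn4 and Ehf moved the other way in the genotypes, by 0.85 and 0.52 in Wt and −0.25 and −0.84 in Tg7 islets, and Tmem215 changed by −0.53 in Wt and −4.16 in Tg7 islets. By arithmetic these changes restate the difference between the ages, so they test no explanation of it. Age and diabetes differ together between the groups and were not told apart.

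The mesenchymal list (NES 2.18) and the epithelial list (NES 1.26) were past the threshold for the difference between ages. For the mesenchymal list 23 of 100 splits, scored as above, gave an NES as large and the highest other was 2.65. Of the 22 other splits 11 kept neither real grouping. Splits that mix the genotypes unevenly keep part of their difference, so this share neither excludes chance nor speaks for it. For the epithelial list 86 of 100 splits did so (highest other 1.84), and chance is not excluded either. Its NES lost the call without Tg7 2w replicate 3 (1.19) or Wt 12w replicate 1 (1.14) or 2 (1.09), and its median difference of −0.03 had the other sign. For the β-cell identity list, which was not past the threshold, 95 of 100 splits gave an NES of at least 1.23 in size (highest other 2.86).

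Several genes that the paper does not discuss in its text were found in Tg7 islets and had few or no counts in Wt islets. Gm5538 (chromosome 3) was at least 79.2-fold higher at 2w and at least 71.1-fold higher at 12w and Sval2 (chromosome 6) at least 15.1-fold higher at 2w. At 12w Lrp1b (chromosome 2) was at least 131-fold, Slc45a1 (chromosome 4) at least 62.5-fold and Jakmip3 (chromosome 7) at least 61.3-fold higher. At 2w Lrp1b had 205 counts in Tg7 and 2 in Wt islets, a ratio of 92.9 (95% counting interval 25.4 to 772), with a fitted log2 fold change of 6.31. Faim3 (chromosome 1) had 92 and 2 at 2w, a ratio of 41.7 (11.2 to 349) and a fitted 5.11, and 35 and 1 at 12w, a ratio of 23.3 (3.92 to 947). Moxd1 (chromosome 10) had 705 and 1 at 12w, a ratio of 469.9 (84.1 to 18587) and a fitted 8.54. Fitted values of such genes depend on the prior count.

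Tg7 2w replicate 1 carried lymph node transcripts, 2.05 log2 units above the other 2w Tg7 libraries by the median of a lymph node list. Lymphoid tissue in that library does not account for Faim3, since without it the gene was still called at 2w with 4.52. Sval2 was not called at 2w without Wt 2w replicate 1 (fitted 6.89) or 3 (6.88), and at 12w the replicate block lost the calls of Sval2 (7.17) and Faim3 (6.17). These genes lie on 7 chromosomes, which argues against 1 region around the transgene as the source for all of them. Reads shared with paralogs and a difference in genetic background between the genotypes were not tested and stay open, as does a biological effect of the transgene or of diabetes.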

How the results depend on the processing

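The GC and length offsets, the fit without the 20 most abundant genes and DESeq2 with shrunken fold changes were chosen only after the data were seen. In every case below the cause was not tested unless it is named. A result counts as unchanged when it has the same direction and side of the threshold, or for a count lies within 1.5-fold.

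Upper-quartile factors left 27 of 27 counts and list results unchanged, the lists without the paper's selected genes 11 of 11, the mesenchymal list without cell type markers 3 of 3, the GC and length offsets 12 of 12 and the fit without the 20 most abundant genes 12 of 12. DESeq2 on all 12 libraries changed 2 of 27, with 1488 genes higher at 2w and 566 genes whose effect differs between ages. DESeq2 on each age alone called 2985 genes at 2w, 1525 higher and 1460 lower, and the epithelial list at 2w took the other sign (NES −1.10). With shrunken fold changes it called 2975, 1512 and 1463. edgeR on each age alone called 1190 lower genes at 2w and lost the epithelial list there (1.14). Without a filter 420 genes differed between ages. The stricter filter lost the epithelial list at 2w (1.17).

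Library size alone left 16 of 27 unchanged. It gave 1670 higher and 317 lower genes at 2w, 1005 of them at least 2-fold higher, and 5198 higher and 360 lower at 12w, of which 2488 were at least 2-fold higher and 192 at least 2-fold lower. It called 347 genes as different between ages, lost the secretory pathway list at 12w (−0.559) and the epithelial difference (1.12), and turned the β-cell difference to 1.26. By construction it leaves in the fall of the insulin share. With replicate number as a block, 2211 genes were called at 12w, 881 of them lower, and 108 differed between ages; the epithelial list at 2w had 1.17 without a call and the β-cell difference 1.42. The test against 1.2-fold gave 365 lower genes at 2w and 995 at 12w, against 219 and 429 with the limit on the estimate, since it sets a lower bar for the fold.

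Camera reports adjusted p values in place of an NES. With the preset correlation it called 11 of 15 list results and not the epithelial list at 2w, at 12w or for the difference, nor the β-cell difference with reversed direction (0.748 for each). With the estimated correlation it called 4 of 15. Those not called were the mesenchymal list at 2w (0.190), 12w (0.0987) and for the difference (0.170), the epithelial list in all 3 (0.846 each), the UPR at 12w (0.123), the secretory pathway at 2w (0.125) and 12w (0.233), collagen genes at 2w (0.114) and the β-cell difference, reversed (0.846). Except for the β-cell difference, other alternatives called each of these lists, so its adjusted p over the alternatives spans the threshold. Reactome sets lost the secretory pathway at 2w (−1.21) and 12w (−1.06) and β-cell genes at 12w (−1.42), and turned the β-cell difference to 0.995.

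With each library left out in turn, and results of 1 age read without the libraries of that age, 155 of 192 counts and list results were unchanged. Without 1 of the 2w libraries, genes called at 2w ranged from 754 to 1700, higher from 377 to 1060, lower from 377 to 640, at least 2-fold higher from 258 to 736 and lower from 170 to 233. Without 1 of the 12w libraries, genes called at 12w ranged from 2417 to 4036, higher from 1403 to 2148, lower from 1012 to 2048, at least 2-fold higher from 934 to 1175 and lower from 354 to 548. Over all 12 libraries, genes called at both ages ranged from 572 to 1556 and genes that differ between ages from 82 to 579. All 12 libraries enter 1 model, and libraries of the other age moved the counts too, by a route that was not tested: the 2w count was 2142, 1950 and 3071 without Wt 12w replicate 1, 2 and 4, and 1317, 1249 and 1324 without Tg7 12w replicate 1, 2 and 3.

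The 2w count moved by more than 1.5-fold without Wt 2w replicate 1 (912; 491 higher, 421 lower, 320 at least 2-fold higher), replicate 2 (1036; 552 higher) or replicate 3 (754; 258 at least 2-fold higher) and without Tg7 2w replicate 3 (1092; 445 lower). The count for both ages did so without Wt 2w replicate 1 (667) or 3 (572). At 12w it was 2522 (1030 lower), 2417 (1014 lower) and 2418 (1012 lower) without Tg7 12w replicate 1, 2 and 3. The count that differs between ages was 87 and 91 without Wt 2w replicate 2 and 3, 113 without Tg7 2w replicate 3, 82, 91 and 85 without Tg7 12w replicate 1, 2 and 3, and 579 without Wt 12w replicate 4.

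The NES of the mesenchymal list ranged from 1.66 to 2.16 at 2w, 2.22 to 2.43 at 12w and 1.98 to 2.39 for the difference. The UPR ranged from −3.15 to −2.92 and from −2.39 to −2.24, the secretory pathway from −2.57 to −2.43 and from −2.19 to −2.06, β-cell identity from −2.97 to −2.81 and from −2.55 to −2.39, and collagen genes from 1.72 to 2.08 and from 2.53 to 2.73, all called. The epithelial list ranged from 1.03 to 1.39 at 2w, 1.13 to 1.38 at 12w and 1.09 to 1.46 for the difference. Its call was lost at 2w without Wt 2w replicate 3 (1.18) or Tg7 2w replicate 1 (1.03), at 12w without Wt 12w replicate 1 (1.13) or 2 (1.17), and for the difference without Tg7 2w replicate 3 (1.19) or Wt 12w replicate 1 (1.14) or 2 (1.09). The β-cell difference ranged from −1.39 to 1.38 and changed sign without Wt 2w replicate 3 (1.11), Tg7 2w replicate 2 (1.16), Wt 12w replicate 4 (1.38) or Tg7 12w replicate 1 (1.09).

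Among named genes, the direction and the side of the threshold were unchanged for 159 of 166 values with DESeq2 on all libraries, 131 of 146 with DESeq2 and 128 of 142 with edgeR on each age alone, 142 of 168 with library size alone, 161 of 168 with upper-quartile factors, 161 of 168 without a filter, 146 of 148 with the stricter filter, 142 of 168 with the block, 149 of 164 with the offsets, 131 of 146 with shrinkage and 941 of 1104 with a library left out. The sign changed for Nkx2-2 at 12w with edgeR on each age alone (−0.0049). With library size alone it changed at 12w for Nkx6-1 (0.086), Pax6 (0.38), Cdh1 (5.6e-04), Gcg (0.46), Sst (0.033) and Tjp1 (0.0032). With upper-quartile factors it changed at 12w for Pax6 (0.0039) and Gcg (0.057), without a filter for Sst at 2w (−2.2e-04), with the stricter filter for Gcg at 12w (1.7e-04), and with the block for Sst at 2w (−0.026) and Tjp1 at 12w (0.14). With the offsets it changed for Tagln at 2w (−0.020), Sst at 2w (−0.12), and at 12w Pax6 (0.12), Nkx2-2 (−0.077) and Gcg (0.03). With a library left out the sign changed for Cldn4 at 2w (−0.070 to 0.14), Col4a1 at 2w (−0.068 to 0.12), Sst at 2w (−0.15 to 0.20), Tagln at 2w (−0.19 to 0.27), Gcg at 12w (−0.21 to 0.24), Nkx2-2 at 12w (−0.034 to 0.09), Tjp1 at 12w (−0.63 to 0.11) and the difference of Snai2 (−0.022 to 0.94). Of these values only that of Nkx6-1 at 12w was called with TMM factors.

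Twist1 and Twist2 had 12 or fewer counts in each 12w group, so their intervals are wide (0.890 to 36.8 and 0.499 to 11.5). Whether depth or low expression is behind this was not tested, and Zeb2 and Snai1 had more counts.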

Differences from the paper's values

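DESeq2 with shrunken fold changes and the GC and length offsets were chosen only after the values were seen; the other alternatives were set before the data were examined. Of 65 log2 fold changes compared with the paper, 27 differed by more than the standard error found here, all of them nearer 0 in the paper, and none had the opposite sign. None of the paper's gene counts differed by more than 1.5-fold.

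The log2 fold change column of Supplementary Table 1 names no age; it was read as 12w because it equals the 12w values of Supplementary Table 3 in 51 of 51 shared genes. On that reading, the paper's log2 fold changes and those found here were −2.22 and −2.68 for Celsr1, −3.96 and −7.02 for Cox6a2, −3.90 and −5.61 for Gm6999, −3.15 and −3.85 for Ins1, 1.85 and 2.29 for Lif, −4.00 and −5.02 for Mafa, 2.45 and 3.08 for Mycn, −4.35 and −5.07 for Olfm4, −6.06 and −6.76 for Tmem215, −5.47 and −6.19 for Trpm5 and −4.52 and −4.96 for Ucn3. For genes with a few counts in 1 group, the paper's values and the fitted ones were 1.39 and 4.23 for Faim3 and 4.66 and 8.54 for Moxd1, whose ratios were 23.3 (3.92 to 947) and 469.9 (84.1 to 18587). For genes without a count in 1 group they were −2.02 and −7.08 for Gm14085 (at least 18.5-fold lower), 4.06 and 9.59 for Gm5538 (at least 71.1-fold higher), 5.05 and 10.48 for Lrp1b (at least 131-fold higher), 3.89 and 9.40 for Slc45a1 (at least 62.5-fold higher) and 1.74 and 7.19 for Sval2 (at least 13.3-fold higher). Fitted values of genes without a count depend on the prior count, so only their bounds can be set against the paper's values. These genes are still counted among the 27 values that differ and the 25 that shrunken fold changes brought within error. From Supplementary Table 3, the paper's 12w values and those found here were 1.39 and 2.04 for Adam12, 2.12 and 2.70 for Il6, 1.63 and 2.49 for Mmp2, −2.44 and −3.11 for Ovol2, −2.76 and −3.25 for Pard6g and 1.67 and 2.24 for Pdlim4; for Ovol2 at 2w they were −4.37 and −6.50. From Supplementary Table 4, Tgfb3 at 12w was 0.58 in the paper and 1.12 here. Twist1 at 12w was about 0.4 in Fig. 2J, read by eye, in the paper and 1.90 here; with 12 and 2 counts the ratio was 4.00 (0.890 to 36.8), an interval that holds the paper's value.

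Library size alone brought Celsr1, Ins1, Olfm4, Ovol2 at 12w, Pard6g, Tmem215, Trpm5 and Ucn3 within error of the paper's values and left the other 19 apart. Over all 65 values, however, 21 lay within error with it against 38 with TMM factors, Nkx6-1 at 12w took the opposite sign (0.086), and 6 of 51 items that the paper calls were not called, against 1 with TMM factors. The replicate block brought Adam12, Il6, Mmp2 and Pard6g within error, and upper-quartile factors Celsr1; with each of these 34 of 65 lay within error, and 8 and 4 of the 51 were not called. DESeq2 on all 12 libraries, DESeq2 and edgeR on each age alone, no filter and the stricter filter brought none within error. Leaving out Tg7 12w replicate 1 did so for Celsr1, Il6, Lif and Trpm5, and leaving out replicate 2 for Twist1, Celsr1, Lif, Ovol2 and Pard6g. Leaving out Wt 12w replicate 1 did so for Twist1, Ins1, Mycn, Tgfb3 and Ucn3, replicate 2 for Twist1, Mmp2, Ovol2 and Pdlim4, and replicate 4 for Adam12, Celsr1, Il6, Lif, Mmp2, Mycn, Pard6g and Tgfb3. Without Tg7 12w replicate 3 or any 2w library none came within error. DESeq2 with shrunken fold changes, chosen after seeing the values, brought 25 of 26 within error, all but Cox6a2, and dropped 3 of the 51 items that the paper calls. The offsets, also chosen after seeing the values, did so for Pdlim4 and dropped 2 of 50.

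The paper calls Pdx1 the β-TF that fell most; here Mafa fell more at 2w (−4.78 against −1.30) and at 12w (−5.02 against −0.47). The paper names Zeb2 as the 1 EMT-TF regulated in the same way in diabetic Tg7 and db/db mice, from a heatmap of expression and qPCR of islets. It also reports higher Zeb2 in sorted β-cells by qPCR. In these pooled bulk libraries alone Zeb2 at 12w was not called (0.64), and the qPCR was not analysed here. Snai1 was called (1.18), but db/db islets were not analysed here, so this does not bear on the paper's statement about Tg7 and db/db mice. Zeb2 was called with library size alone (1.05), upper-quartile factors (0.75), the replicate block (1.03), the added GC and length offsets (0.95) and without Wt 12w replicate 4 (1.06). The block leaves Wt 12w replicate 4 out of its 12w effects too. With edgeR on each age alone and with the block Snai1 was not called. The paper reports higher Cdh2 and Vim, from qPCR and Western blots of other islets and, for Vim, Supplementary Table 3; in these libraries Vim was called at 12w (1.62), and Cdh2 was not (0.54). Cdh2 was called at 12w with library size alone (0.94), upper-quartile factors (0.65), no filter (0.54), the block (0.94), the offsets (0.61) and without Wt 12w replicate 4 (0.96). The paper gives a larger share of its 12w genes as already altered at 2w than the 28.7% found here. With DESeq2 on all libraries it was 1433 of 4250 genes, still below the paper's share. The share reached the paper's with DESeq2 on each age alone (1398 of 3117), edgeR on each age alone (1130 of 2649), the block (848 of 2211) and without Wt 12w replicate 1 (1290 of 3720) or 4 (1556 of 3917). It also did with the GC and length offsets (1411 of 3992) and shrunken DESeq2 fold changes (1398 of 3115), chosen after seeing the values, which drop 2 of 50 and 3 of 51 of the paper's called items. Of the named genes in the paper's tables, Neurod1 at 2w is called by the paper and not here (−0.43); DESeq2 on all libraries (−0.42) or each age alone (−0.43), edgeR on each age alone (−0.42), the block (−0.43), the offsets (−0.42) and shrunken fold changes (−0.42) called it, as did the fits without Wt 12w replicate 1 (−0.43), 2 (−0.43) or 4 (−0.43). Of the 31 epithelial and 29 mesenchymal genes of Supplementary Table 3, the paper calls 31 and 20 at 2w and 31 and 29 at 12w, against 22, 15, 30 and 29 here; DESeq2 on all libraries called 31, 20, 31 and 29. DESeq2 on each age alone called 31 epithelial and 24 mesenchymal genes at 2w, and library size alone called 20 mesenchymal genes at 2w. Without Wt 12w replicate 4 it was 31 and 20 at 2w.

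The paper reports induced TGFβ ligands; of the 3, Tgfb1 was called at 12w (0.51), Tgfb2 (0.57) and Tgfb3 (1.12) were not. Library size alone called Tgfb2 (1.01) and Tgfb3 (1.54), and Tgfb3 was called without Wt 12w replicate 2 (2.06). The paper found a TGFβ signature with a Hallmark set; the Reactome set used here was not called (NES −1.17 at 2w and 0.807 at 12w). According to the paper, Pax6 and Gata6 alone among the β-cell regulators carry miR-7 sites; here Pdx1 also had 1 match of 8 bases and 2 of 7 bases. In the copy of Supplementary Table 3 used here, the db/db log2 fold change of the mesenchymal genes equals the 12w Tg7 one for 29 of 29 genes, while their adjusted p values equal in 0 of 29, so that column was not used. Across the genes of that table, which are not independent replicates, the paper's and these log2 fold changes correlated with r = 0.991 at 2w and 0.996 at 12w for epithelial genes, and 0.949 and 0.850 for mesenchymal genes.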

Other observations

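The tests of the β-cell share, of stellate cells, of the change with age, of clock genes and of sex-linked genes were chosen only after the result was seen, as were the lymph node and clock lists, the GC and length offsets and the fit without the 20 most abundant genes.

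At 12w 2.76 times as many genes were at least 2-fold higher than lower in Tg7 islets. Without the 20 most abundant genes, which include Ins1, Ins2, Gcg, Iapp and Ppy but not Sst, the ratio was 2.65. But this fit shifted the log2 fold changes by a median of only −0.01, with TMM factors applied before and after. It is therefore no test, and a falling hormone share cannot be told apart from other sources of this ratio. With GC and length offsets, which lost 287 of the 3772 calls, the ratio was 2.83, which argues against these biases as the whole source. The ratio was 13.0 with library size alone, 3.78 with upper-quartile factors and lowest, at 2.09, without Wt 12w replicate 1.

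Stellate and fibroblast markers had a median log2 fold change of 0.93 at 2w (3 of 13 upregulated) and 1.74 at 12w (10 of 13 upregulated, 76.9%); 4 of them are also in the mesenchymal list and none was selected by the paper on these libraries. Alpha-cell markers had a median of 0.45 at 2w and 0.28 at 12w (1 and 2 of 7 upregulated). The difference at 12w of 1.47 (exact permutation test over 77520 regroupings of markers, p = 0.0296) argues against a lower β-cell share alone, which would raise both alike. Pdgfrb rose at 12w from 11.5 to 38.7 CPM and Dcn from 3.83 to 43.7 CPM. More stellate cells or fibroblasts in 12w Tg7 islets are a candidate explanation for the higher mesenchymal genes. Against it, the paper states that the share of stellate cells did not change significantly in its single-cell data and that mesenchymal genes such as Zeb2 rose in sorted β-cells; these data were not analysed here. A fall with age that Tg7 islets lack cannot be told apart from other sources, since a change with age per genotype restates the difference between ages and the lists disagree. Of the 443 mesenchymal genes, 113 fell and 29 rose from 2w to 12w in Tg7 islets (median −0.30), and 132 and 31 in Wt islets (median −0.28). Collagen genes fell further in Wt islets, by a median of −1.97 in Wt and −0.78 in Tg7 islets. Stellate and fibroblast markers changed with age by −1.07 in Wt and −0.21 in Tg7 islets. Whether the cells that express these genes are β-cells was not tested, and bulk islets were not sorted.

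Endothelial markers had a median of 0.17 at 2w and 0.91 at 12w (9 of 10 upregulated at 12w), and Schwann cell markers 0.28 and 2.15 (2 of 5 upregulated at 12w). Erythroid genes had 0.51 and 1.13 (2 of 5 upregulated at 12w) and ductal genes 0.35 and 0.30 (2 of 5). Macrophage markers had 0.04 (1 of 10 upregulated) and −0.18 (1 downregulated), delta-cell markers 0.01 and −0.27, and PP and epsilon markers 0.38 (1 of 2 upregulated) and 0.02. Acinar genes had 2.55 at 2w (2 of 9 upregulated) and −0.25 at 12w, hepatocyte genes 1.22 and −0.33 (1 of 6 upregulated at 12w), the 1 tested adipocyte gene 1.36 and −0.29, and proliferation genes 0.83 and 0.48, none called. None of the T and NK lymphocyte or mesothelial markers passed the expression filter. Of the mesenchymal list, 1 acinar, 3 ductal and 1 endothelial marker are members.

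Some lymph node genes were higher in 2w Tg7 islets. Of 22 lymph node genes 11 were tested, with a median log2 fold change of 1.26 at 2w (2 upregulated) and 0.38 at 12w. Their median level was 22.4 CPM in Tg7 2w replicate 1, 2.01 and 2.24 in the other 2w Tg7 libraries and 1.69 to 3.86 in 2w Wt libraries, and Glycam1 reached 408 CPM in that library. Replicate 1 lay 2.05 log2 units above the higher of the other 2w Tg7 libraries, so lymphoid tissue in that library is a candidate source. Without it the median was 0.23 and 0 genes were upregulated, and the median of 2 B lymphocyte genes fell from 1.91 to 0.88 (−0.65 at 12w). Fn1, called at 2w with all libraries (1.99), had 0.40 without that library and was not called; the call was also lost without Wt 2w replicate 1 (1.86), 2 (2.13) or 3 (1.98), Wt 12w replicate 1 (1.99) or 2 (1.99) or Tg7 12w replicate 1 (1.98), 2 (1.99) or 3 (1.99).

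Clock genes of the output phase had a median of 0.80 at 2w (5 of 7 upregulated, 1 downregulated) and 0.48 at 12w (4 upregulated), and those of the opposite phase −0.73 and −0.97 (3 of 5 downregulated at each age). Clock, Nfil3 and Cry1, these 3 genes, were lower at both ages. A different time of day of islet collection for the genotypes could give this pattern, and with 3 of 5 opposite phase genes it cannot be told apart from an effect of the transgene, since collection times are not given in the sources used here.

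Xist, the gene of X inactivation, did not exceed 1.94 CPM in any library (lowest 0.126) and the Y chromosome genes lay between 17.9 and 119 CPM, which argues against pools with many female animals. The median log2 fold change was 1.35 and 1.98 for Xist, and −0.09 and −0.19 for the Y chromosome genes (1 downregulated at 12w). No other annotated gene covers exon bases of Zeb1 (0%), so reads left uncounted at overlapping genes do not account for its lack of counts. The 2 tested miR-7 host loci had a median of −0.13 at 2w and −0.16 at 12w; Mir7-1 had 177 counts in all libraries, Mir7-2 69 and Mir7b 39.

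Genes with an 8-base miR-7 site in the 3′ UTR (568 of 14406) were compared with genes without one of like 3′ UTR length. The difference in median log2 fold change was −0.02 at 2w and −0.00 at 12w, at percentiles 26.6 and 43.2 of 138 control words. Control words ranged from −0.12 to 0.16 at 2w and from −0.13 to 0.23 at 12w. In whole islets a fall of these genes as a set thus did not stand out from the control words. How small a fall this comparison would find was not tested, so weak repression, or repression in β-cells only, is not excluded. Of them 42 were downregulated and 36 upregulated at 2w, and 96 and 75 at 12w.

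Of the β-cell identity genes that the paper measured by qPCR in other islets, 8 of 9 were downregulated here at 2w and 7 of 9 at 12w (all 9 from −4.78 to −0.28 and from −5.02 to −0.08); Pax6 was not called at either age and Pdx1 not at 12w. Of 6 progenitor genes 3 were upregulated at 2w and 5 at 12w, and Sox9 at neither age; all 6 ranged from 0.64 to 1.65 and from 0.90 to 3.08 (Mycn highest). Of 5 TGFβ target genes 1 was upregulated at 2w and 3 at 12w (all 5 from 0.03 to 1.23 and from 0.51 to 2.41), and of 7 matrix genes 4 and 7 (all 7 from 0.02 to 1.55 and from 1.05 to 2.52).

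With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Every split but the real one mixes the genotypes unevenly and keeps part of their difference. For the lists such splits therefore do not measure what chance alone gives. At 2w the real split gave 1695 genes, 969 higher, 726 lower, 579 at least 2-fold higher and 219 at least 2-fold lower, and the highest other split gave 1 in each case. At 12w it gave 3772, 1989, 1783, 1182 and 429, and the highest other gave 0. For the lists at 2w the size of the NES and the highest other were 1.99 and 2.25 (mesenchymal, 5 splits as large), 1.24 and 1.72 (epithelial, 7), 3.01 and 2.83 (UPR, 1), 2.53 and 2.38 (secretory pathway, 1), 2.87 and 2.72 (β-cell identity, 1) and 1.99 and 2.06 (collagen, 2). At 12w they were 2.36 and 2.20 (mesenchymal, 1), 1.26 and 1.60 (epithelial, 8), 2.36 and 2.60 (UPR, 2), 2.13 and 2.34 (secretory pathway, 4), 2.47 and 2.07 (β-cell identity, 1) and 2.52 and 2.52 (collagen, 1). For genes changed the same way at both ages, 1 of 100 splits, the real one, reached 1084 and the highest other gave 1. No other split of either age alone called more than 1 gene, so this share follows from the splits of the single ages, which are too few for a share under 0.05, and adds no test of its own.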
